# Recruitment of Mediator Complex by Cell Type and Stage-Specific Factors Required for Tissue-Specific TAF Dependent Gene Activation in an Adult Stem Cell Lineage

**DOI:** 10.1371/journal.pgen.1005701

**Published:** 2015-12-01

**Authors:** Chenggang Lu, Margaret T. Fuller

## Abstract

Onset of terminal differentiation in adult stem cell lineages is commonly marked by robust activation of new transcriptional programs required to make the appropriate differentiated cell type(s). In the *Drosophila* male germ line stem cell lineage, the switch from proliferating spermatogonia to spermatocyte is accompanied by one of the most dramatic transcriptional changes in the fly, as over 1000 new transcripts turn on in preparation for meiosis and spermatid differentiation. Here we show that function of the coactivator complex Mediator is required for activation of hundreds of new transcripts in the spermatocyte program. Mediator appears to act in a sequential hierarchy, with the testis activating Complex (tMAC), a cell type specific form of the Mip/dREAM general repressor, required to recruit Mediator subunits to the chromatin, and Mediator function required to recruit the testis TAFs (tTAFs), spermatocyte specific homologs of subunits of TFIID. Mediator, tMAC and the tTAFs co-regulate expression of a major set of spermatid differentiation genes. The Mediator subunit Med22 binds the tMAC component Topi when the two are coexpressed in S2 cells, suggesting direct recruitment. Loss of Med22 function in spermatocytes causes meiosis I maturation arrest male infertility, similar to loss of function of the tMAC subunits or the tTAFs. Our results illuminate how cell type specific versions of the Mip/dREAM complex and the general transcription machinery cooperate to drive selective gene activation during differentiation in stem cell lineages.

## Author Summary

Selective gene expression is crucial to making different cell types over the course of the development of an organism. In stem cell lineages, precursor cells terminally differentiate into defined cell types, with onset of terminal differentiation associated with activation of stage- and cell type-specific transcriptional programs. When spermatogonia initiate differentiation and become spermatocytes in the *Drosophila* male germ line, they undergo the most dramatic transcriptional changes that occur in the fly, as over 1000 new transcripts turn on in preparation for meiosis and the striking morphological changes that produce sperm. This robust spermatocyte transcription program requires cooperative action of a testis-specific protein complex, tMAC and the testis-specific basal transcription machinery TFIID. Here we show that the transcriptional co-activator complex, Mediator is key in connecting the two classes of players. We found that Mediator is recruited to spermatocyte chromatin through the interaction of its subunit, Med22 and a putative transcription activator in tMAC. Recruitment of Mediator is then required for proper localization and function of the testis-specific TFIID complex to initiate gene transcription for spermatid differentiation, illuminating how transcription factors and cell type-specific versions of the general transcription machinery cooperate to drive gene activation during differentiation in adult stem cell lineages.

## Introduction

Developmental control of cell type specific gene expression programs is crucial to differentiation in embryonic and adult stem cell lineages. Developmental signaling pathways are ultimately interpreted in the context of cell type-specific chromatin states and by transcription machinery to establish the intricate patterns of gene expression unique to each differentiating cell type [1,2]. Emerging evidence suggests that Mediator, a large, multiprotein complex that integrates transcriptional enhancing and repressing signals from transcription factors, chromatin modifiers, non-coding RNAs and elongation factors to deliver a calibrated output to the transcription machinery to modulate gene expression [3,4], plays critical roles in tissue and cell type specific gene expression programs in metazoans. For example, Mediator-enriched super enhancers contribute to regulation of key cell identity genes in ES cells and many differentiated cell types [5]. Although Mediator was reported to be essential for ESC maintenance and embryonic development [6,7,8,9], and widely involved in human diseases and different types of cancer [3,10], the role(s) of Mediator in adult stem cell lineages are not well understood.

We investigated the function of Mediator in activating expression of a cell type specific transcription program for terminal differentiation in a model adult stem cell lineage, spermatogenesis in *Drosophila*. To initiate differentiation in this lineage, germ line stem cells divide asymmetrically, each producing one daughter that self-renews and one daughter that initiates a series of four spermatogonial mitotic transit amplifying divisions. The resulting 16 interconnected spermatogonia then undergo premeiotic S phase and become spermatocytes [11]. One of the most dramatic cell type specific gene expression programs of the fly initiates at the spermatocyte stage, during which over 2000 genes are transcriptionally activated in meiotic prophase, many for the first time in development [11,12].

Mutations in several genes cause failure to activate many genes in this transcription program and a meiotic arrest phenotype: mutant testes filled with mature primary spermatocytes that fail to enter the meiotic divisions or initiate spermatid differentiation [13]. Molecular cloning and analysis revealed that proper activation of transcription of these terminal differentiation genes in spermatocytes depends on cooperative action of two classes of meiotic arrest genes, expressed specifically in spermatocytes, which encode homologs of either TBP-associated factors (tTAFs) [14,15] or components of the testis meiotic arrest complex (tMAC), a testis-specific version of the mammalian MIP/dREAM and the *C*. *elegans* SynMuvB complexes [16,17,18,19,20,21,22,23,24]. tMAC contains at least 3 potential DNA binding components, Comr, Topi and Tomb [16,18,19,20], as well as several subunits implicated in chromatin remodeling or performing structural roles within the complex [16,22]. It has been suggested that the tMAC component *aly* may help remodel spermatocyte chromatin for global activation of the spermatocyte transcription program [22]. Action of the tMAC complex is needed for transcription of the G2 cell cycle regulators Cyclin B, *cdc25/*twine and *boule* in spermatocytes and of a large set of spermatid differentiation genes [16,17,18,19,20,21,22,23,24], the tTAFs are required for full activation of the spermatid differentiation genes but are dispensable for expression of transcripts for the G2 cell cycle regulators [14,23].

Expression of both the tTAFs and testis-specific components of the tMAC complex is turned on in early spermatocytes but the two classes of genes do not depend on each other to be transcribed [14,15,22,25]. Recruitment of the tTAF protein Sa to promoters of target spermatid differentiation genes required function of the tMAC component, Aly [26]. Several additional meiotic arrest genes not directly involved in regulation of the spermatocyte transcription program have also been discovered [27,28,29].

Here we show that Mediator plays a key role in activating expression in spermatocytes of a large number of transcripts involved in meiotic cell cycle progression and spermatid differentiation. We found that, for several of the many Mediator subunits, spermatocyte specific RNAi knock down produced a range of meiosis I maturation arrest phenotypes in male germ cells. Knockdown of the mediator subunit Med22 by RNAi in spermatocytes resulted in a consistent meiotic arrest phenotype similar to the tTAF mutants, suggesting that Mediator may function with the tTAFs and tMAC to activate the transcription program for terminal differentiation. Expression of *Drosophila* Mediator complex components becomes upregulated in early spermatocytes just prior to expression of the tTAFs, and Mediator subunits colocalized with tTAFs in spermatocytes. Localization of Mediator subunits to chromatin in spermatocytes depended on tMAC but not tTAF function, while spermatocyte specific knockdown of Med22 by RNAi abolished localization of tTAFs to chromatin, suggesting that Med22 may recruit or stabilize tTAFs to chromatin for activation of transcription of differentiation genes. Consistent with this pathway, expression of most spermatid differentiation transcripts dependent on tMAC and the tTAFs also required function of Med22 in spermatocytes. Strikingly, expression of transcripts up regulated in early spermatocytes that did not depend on tMAC and the tTAFs remained largely unaffected in Med22 knockdown testes, suggesting that Mediator is not required for all activated transcription in spermatocytes, but mainly for turning on the developmentally controlled transcription program that depends on tMAC and tTAF. The Zn finger protein Topi, a component of tMAC, interacts structurally with Med22 and may recruit Mediator to target genes. Our results suggest that Mediator serves as a key component in a gene regulatory cascade of transcription activation that establishes the expression program for terminal differentiation in the male germ line adult stem cell lineage.

## Results

### Loss of Med22 function in spermatocytes results in meiotic arrest

Function of the Mediator complex in differentiating male germ cells was demonstrated by targeted knock down of individual Mediator subunits specifically in spermatocytes by driving RNAi hairpin expression in late spermatogonia and spermatocytes under control of the germ cell specific driver Bam-Gal4 [30]. Individual knockdown in spermatocytes of several Mediator subunits by RNAi resulted in meiotic arrest of various severity and penetrance (S1 Table). Among the Mediator subunit knockdowns that showed meiotic arrest, *Med22RNAi* resulted in the strongest phenotype at high penetrance: Spermatocytes failed to enter the meiotic divisions and cells arrested at the G2/M transition of meiosis I, accumulating to fill the testis before eventually degenerating near the basal end of the testis (Fig 1A and 1B). Knock down other Mediator subunits, including Med17, Med11 and Med27 also showed meiotic arrest, although the phenotype was less penetrant (S1 Table). Consistent with meiotic arrest, western blots to detect Boule protein, a key regulator of the meiotic cell cycle [31], revealed that testes in which Med22 had been knocked down in spermatocytes completely lacked Boule expression (S1A Fig). Boule protein was reduced but not absent in testes in which Med17, Med11 or Med27 had been knocked down (S1A and S1B Fig), consistent with the lower penetrance.

**Fig 1:**
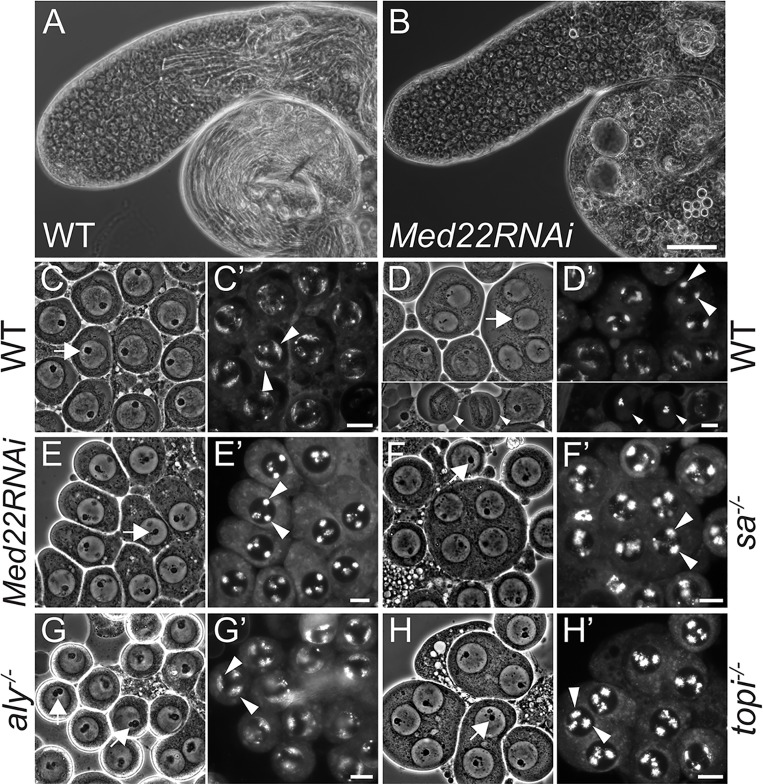
Meiotic arrest due to loss of Med22 function in spermatocytes. **(A, B)** Phase contrast images of testes from (A) wild type and (B) *Med22RNAi* (Bam-Gal4;UAS-Med22RNAi) flies. Bar: 100 μm. **(C-H’)** representative (C-H) phase contrast and (C’-H’) Hoechst stain images of (C-C’) wild type mature spermatocytes, (D-D’) upper panels: wild type spermatocytes entering meiosis I, lower panels: wild type spermatocytes at metaphase of meiosis I or of the arrested spermatocytes of (E-E’) *Med22RNAi*, (F-F’) *sa* ^*-/-*^, (G-G’) *aly* ^*-/-*^ and (H-H’) *topi* ^*-/-*^ mutants. Arrows, nucleolus; Large arrowheads, condensed autosomal bivalents; Small arrowheads, dividing primary spermatocytes at metaphase of meiosis I. Bar: 10 μm.

Analysis of unfixed squashed testes samples stained with Hoechst to visualize chromosomes revealed that spermatocytes in which Med22 had been knocked down by RNAi arrested with partially condensed bivalents resembling the arrest observed in spermatocytes lacking function of the testis TAF gene *sa*. In wild type mature spermatocytes entering the G2/M transition of meiosis I, autosomal bivalent chromosomes, visualized by Hoechst stain of unfixed squashed preparations, initially appear as crescent shaped structures near the nuclear periphery (Fig 1C’, arrow heads) then rounded up and become highly condensed at the nuclear periphery (Fig 1D’, large arrow heads) as the nucleolus starts to break down (Fig 1D, arrow). The wild type condensed bivalents then quickly move toward the middle of nucleus, a transient process rarely captured in wild type testis squashes, while the meiotic spindle sets up for metaphase of meiosis I (Fig 1D and 1D’, lower panels: small arrow heads).

In the arrested *Med22RNAi* spermatocytes, bivalent chromosomes partially condensed, rounded up, and moved slightly away from the periphery of the nucleus (Fig 1E’, arrow heads) while the nucleolus failed to break down (Fig 1E, arrow), similar to mature spermatocytes in flies mutant for *sa* (Fig 1F and 1F’). The meiotic arrest phenotype resulting from null mutants of *topi*, which encodes a Zinc-finger subunit of tMAC, was very similar to that of *Med22RNAi* or of tTAF mutants, with bivalents condensed to spherical shapes slightly away from nuclear periphery and failure of the nucleolus to fully break down (Fig 1H and 1H’ and [18]). Spermatocytes from flies mutant for the core tMAC subunit Aly also arrested at the G2/M transition of meiosis I, but with clear differences in chromatin appearance. In addition, in arrested *aly* mutant spermatocytes, the nucleolus was not circular in shape but had lobe-like extensions (arrows in Fig 1G and [26]), and the condensing autosomal bivalents largely remained as incompletely condensed crescents near the nuclear periphery (arrow heads in Fig 1G’ and [22]), suggesting the *aly* mutant germ cells may either arrest at an earlier time point or with a slightly different, perhaps broader, spectrum of defects than spermatocytes lacking function of tTAFs, *topi* or Med22.

### Mediator proteins localize to condensing chromatin in spermatocytes

Expression of Med22 transcript and protein was lower in stem cells and spermatogonia near the testis apical tip and increased as germ cells became spermatocytes (Figs 2A–2D and S2A). When expression of Med22 protein was visualized by immunostaining with anti-V5 in testes from flies carrying a transgene encoding a V5-MED22 rescuing fusion protein expressed under control of the Med22 promoter plus regulatory elements from the Med22 genomic region (see Materials and Methods), V5-MED22 protein levels were upregulated immediately before Sa protein expression became visible. For example, the cyst marked with a dashed outline in Fig 2A showed upregulation of V5-MED22 prior to appearance of SA-3HA, expressed from a genomic transgene with all the necessary sequences to rescue *sa* null mutants [15]. In spermatocytes, V5-MED22 localized to the condensing chromatin and to the nucleolus, a pattern reminiscent of the localization pattern of tTAF proteins [15,32]. Indeed, V5-MED22 colocalized with the tTAF protein Sa, visualized by anti-HA immunostaining for SA-3HA, in spermatocytes (Fig 2E–2H).

**Fig 2:**
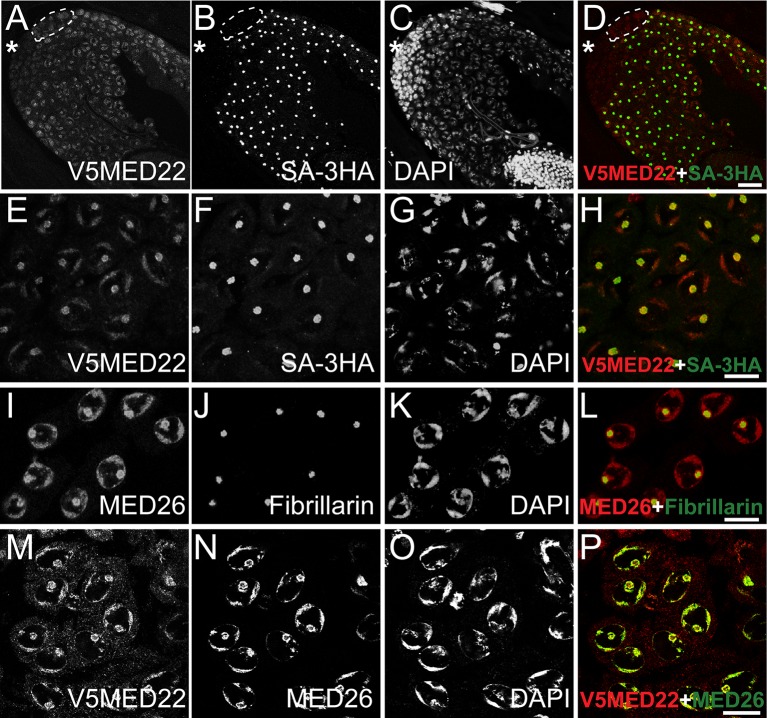
Mediator proteins colocalize with the tTAF protein, Sa to chromatin and the nucleolus in spermatocytes. **(A-H)** Indirect immunofluorescence of (A-D) apical part of testis and (E-H) spermatocytes stained for (A and E) anti-V5 to detect V5-MED22, (B-F) anti-HA to detect SA-3HA, (C-G) DAPI and (E and H) merge, red: V5-MED22, green: SA-3HA. Asterisks: tip of testis. Dashed circle: cyst of spermatocytes expressing MED22 but not SA-3HA. **(I-L)** Indirect immunofluorescence of wild type spermatocytes stained for (I) anti-MED26, (J) Fibrillarin, (K) DAPI and (L) merge, red: anti-MED26, green: Fibrillarin. **(M-P)** Indirect immunofluorescence of spermatocytes stained for (M) anti-V5 to detect V5-MED22, (N) anti-MED26, (O) DAPI and (P) merge, red: V5-MED22, green: anti-MED26. Bars in D: 25 μm, in H, L, P: 10 μm.

Immunostaining with antibodies against either the endogenously encoded proteins or epitope tagged proteins expressed from genomic transgenes revealed that the MED26 and MED27 Mediator subunits were also expressed in all germline and somatic cells in the apical testis, and that both Med26 and Med27 proteins were upregulated in early spermatocytes, similar to MED22 (S3A–S3F Fig). Immunostaining with anti-MED26 revealed that the protein gradually localized and enriched to the condensing chromatin and the nucleolus as young spermatocytes develop and mature (Figs 2I–2L and S3G–S3K). Co-immunostaining with anti-V5 and anti-MED26 showed that V5-MED22 colocalized with MED26 to the condensing chromatin and nucleolus in spermatocytes (Fig 2M–2P).

Consistent with the co-localization, V5-MED22 co-immunoprecipitated from testes extracts with other Mediator subunits, including MED26 and MED17 (S4 Fig). Although Med26 protein was still expressed in *Med22RNAi* testes (S2J Fig), localization of MED26 to chromatin and the nucleolus in spermatocytes was greatly reduced in early spermatocytes and was abolished in late spermatocytes by knockdown of Med22 by RNAi under control of Bam-Gal4 (S2G and S2H Fig, late spermatocytes marked by dashed triangles). Since localization but not protein accumulation of Med26 required function of Med22, localization of MED26 revealed by staining with anti-MED26 antibody was used below as an indirect readout of Med22 protein function in addition to detection of V5-MED22 by anti-V5 immunofluorescence.

While Bam-Gal4;UAS-Med22RNAi efficiently knocked down expression of Med22 mRNA (S2B Fig), MED22-3HA protein in testis extracts (S2I Fig) and V5-MED22 fusion protein specifically in spermatocytes (S2D and S2F Fig), knockdown of Med26 with the RNAi hairpin line tested was not effective (S2 Fig). Bam-Gal4;UAS-Med26RNAi did not affect expression of Med26 protein in testes or localization of Med26 protein in spermatocytes (S2K and S2L Fig), suggesting that the failure to cause a phenotype visible by phase contrast microscopy (S1 Table) was very likely due to inefficient knockdown of Med26.

### Localization of Mediator subunits to spermatocyte chromatin requires function of *aly* but not the tTAFs

Although MED22 and MED26 colocalized with the tTAFs in wild type spermatocytes, expression and localization of these mediator subunits to condensing chromatin and the nucleolus in spermatocytes did not require function of the tTAFs (Figs 3 and S5). Med22 protein, detected by probing western blots of testis extracts from flies carrying a rescuing genomic transgene encoding a MED22-3HA fusion (Materials and Methods) with anti-HA (Fig 3A) or MED26, detected with anti-MED26 (Fig 3B) was not reduced in testis extracts from flies mutant for the tTAFs, *sa* or *can*. (The higher levels of MED22-3HA and MED26 in all the meiotic arrest mutant samples were due to the accumulation of spermatocytes, in which the Mediator proteins are upregulated, in these samples.) Immunofluorescence staining with anti-V5 revealed localization of V5-MED22 to chromatin and the nucleolus in spermatocytes mutant for the tTAF *sa* (Fig 3G–3J) or the tTAF *can* (S5A–S5D Fig), as in wild-type (Fig 3C–3F). Similarly MED26 localized to the nucleolus and chromatin in spermatocytes in *sa* (Fig 3S–3V) or *can* mutant testes (S5E–S5H Fig), as in wild-type (Fig 3O–3R). In contrast, loss of function of the tMAC subunit *aly* strongly affected chromatin localization of MED22 and MED26, with chromatin staining of V5-MED22 and MED26 reduced to almost undetectable levels in *aly* mutant spermatocytes (Fig 3K–3N and 3W–3Z), although the MED22 and MED26 proteins were still expressed in testis from flies mutant for the tMAC subunits *aly* or *topi* (Fig 3A and 3B). Nucleolar localization of MED22 and MED26 was also different in *aly* mutant compared to wild type spermatocytes, as both proteins localized predominantly to perinucleolar loops surrounding the Fibrillarin domain (Fig 3N and 3Z), a pattern reminiscent of Sa protein localization in *aly* mutant spermatocytes [26].

**Fig 3:**
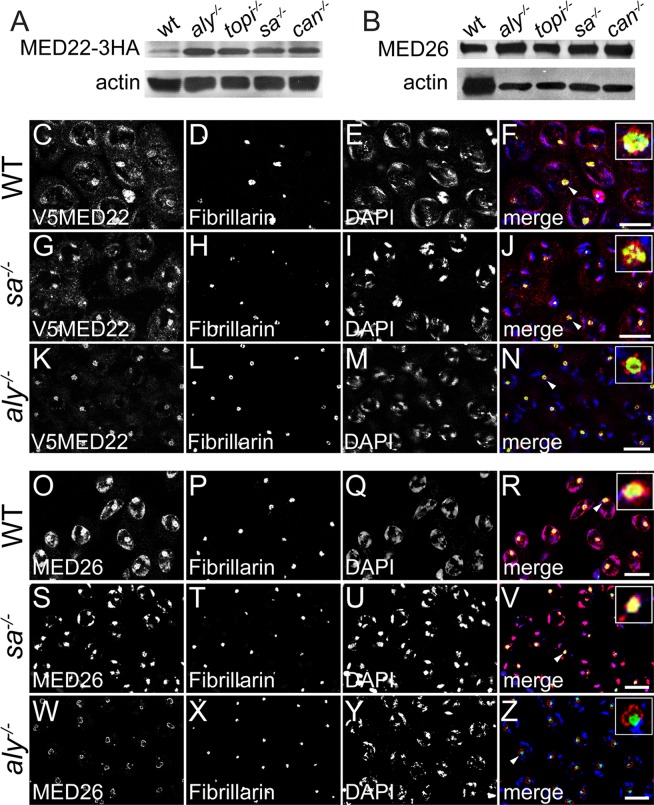
Localization of Mediator proteins to chromatin requires function of *aly* but not the tTAFs. **(A-B)** Western blots of wild type and indicated testes extracts probed with (A) anti-HA to detect MED22-3HA and (B) anti-MED26. Anti-actin: loading control. Crude extract of 30 pairs of testes loaded per lane. **(C-N)** Indirect immunofluorescence of (C-F) wild type (G-J) *sa* ^*-/-*^ and (K-N) *aly* ^*-/-*^ spermatocytes stained for (C, G and K) anti-V5 to detect V5-MED22, (D, H and L) Fibrillarin, (E, I and M) DAPI and (F, J and N) merge, red: V5-MED22, green: Fibrillarin, blue: DAPI. **(O-Z)** Indirect immunofluorescence of (O-R) wild type (S-V) *sa* ^*-/-*^ and (W-Z) *aly* ^*-/-*^ spermatocytes stained for (O, S and W) anti-MED26, (P, T and X) Fibrillarin, (Q, U and Y) DAPI and (R, V and Z) merge, red: anti-MED26, green: Fibrillarin, blue: DAPI. Insets in (F, J, N, R V and Z): close view of nucleoli marked by arrowheads. Bar: 10 μm.

### Localization of the tTAFs to chromatin in spermatocytes requires Mediator function

Loss of function of Med22 in spermatocytes affected localization of the tTAF protein Sa (Figs 4 and S6). When SA-GFP encoded by a genomic rescue transgene [15] was viewed in unfixed squashed preparations (Fig 4A and 4B) of testes from either control or Bam-Gal4;UAS-Med22RNAi males, although much of the SA-GFP protein still appeared nuclear after loss of function of Med22, it was not enriched on either chromatin or in the nucleolus of *Med22RNAi* spermatocytes (Fig 4A and 4B). Similarly, either SA-GFP or SA-3HA expressed from an HA-tagged genomic rescue transgene [15], was not detected on chromatin or in the nucleolus by immunofluorescence staining for GFP or for the HA tag, respectively, in fixed spermatocytes in which Med22 function had been knocked down by RNAi (Figs 4D–4K and S6), even though Western blots of testis extracts showed that SA-3HA was expressed at levels comparable to wild type in *Med22RNAi* testes (Fig 4C). In contrast, the tMAC component Aly was still localized to the chromatin in *Med22RNAi* spermatocytes where it appeared more concentrated due to the highly condensed state of the chromatin in the mutant (Fig 4L–4Q). Together these data suggest that Med22 may act at a step between function of tMAC and recruitment of the tTAFs to chromatin.

**Fig 4:**
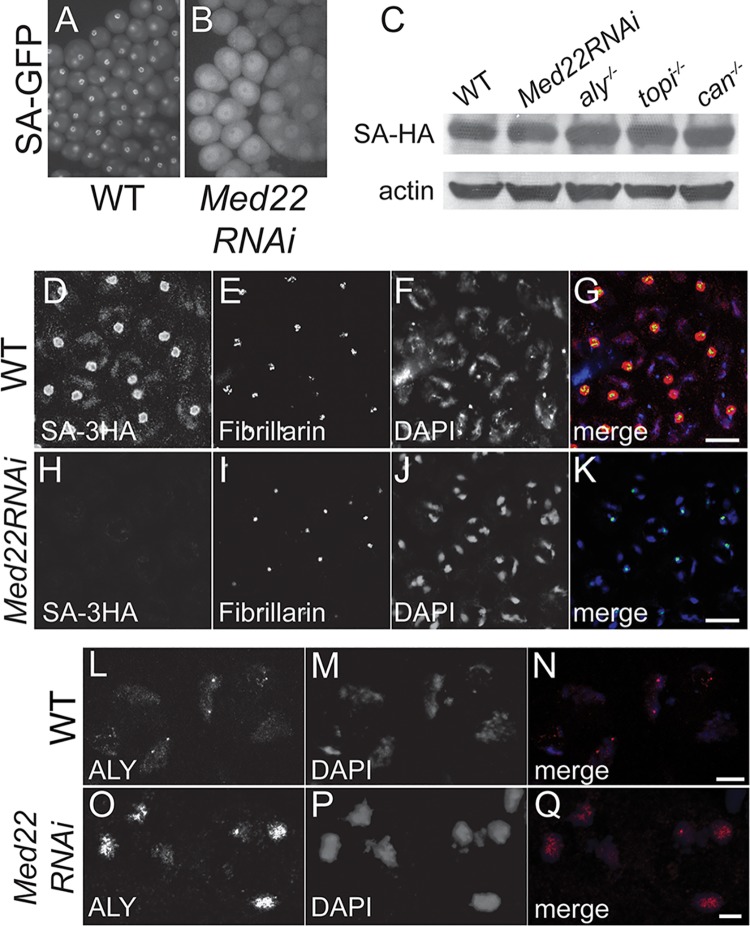
Localization of the tTAF protein Sa in spermatocyte nuclei depends on function of Med22. **(A and B)** live GFP squash showing SA-GFP expression and localization in (A) wild type and (B) *Med22RNAi* testes. **(C)** Western blot of wild type or indicated RNAi or mutant testes extracts showing protein levels of SA-3HA. Anti-actin: loading control. Crude extract of 30 pairs of testes loaded per lane. **(D-K)** Indirect immunofluorescence of (D-G) wild type and (H-K) *Med22RNAi* spermatocytes stained for (D and H) anti-HA to detect SA-3HA, (E and I) Fibrillarin, (F and J) DAPI and (G and K) merge, red: SA-3HA, green: Fibrillarin, blue: DAPI. Bars: 10 μm. **(L-Q)** Indirect immunofluorescence of (L-N) wild type and (O-Q) *Med22RNAi* spermatocytes stained for (L and O) Aly, (M and P) DAPI and (N and Q) merge, red: Aly, blue: DAPI. Bar: 2 μm.

### Med22 is required for expression of *aly* and *topi* dependent transcripts

The similar meiotic arrest phenotype and results from the analysis of protein localization in wild type and mutant testes suggest that Mediator may act in a pathway with tMAC and the tTAFs to activate expression of the transcription program for terminal differentiation in primary spermatocytes, with action of tMAC required for recruitment of Mediator to chromatin, and function of Mediator required for stable recruitment of the tTAFs to chromatin in spermatocytes. Consistent with this model, whole genome expression analysis of wild type versus *Med22RNAi* testes by microarray revealed that function of Med22 was required in spermatocytes for expression of many transcripts dependent on tMAC function (Fig 5). Indeed, most of the genes that required function of *aly* to be upregulated in testes also required function of Med22 to be upregulated (1329/1813 (73.3%) with a 4-fold cutoff) (Fig 5A and 5C). 

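RNA from whole testes of 1-day-old adults raised at 25 °C was measured on Affymetrix Drosophila expression arrays, starting from 250 ng of total RNA. There were 12 arrays, with 3 each for wild type, Med22RNAi, aly mutant (aly2/aly5P) and sa mutant (sa1/sa2) testes. Med22RNAi testes carry a knockdown of Med22 in spermatocytes driven by Bam-Gal4 together with Dicer2, aly encodes a subunit of tMAC and sa encodes a tTAF. The paper describes the Med22RNAi arrays as biological replicates. For the other 9 arrays, which had been published earlier, nothing states that separate animals were used, so p-values measure only the spread between these arrays, whose number limits the precision. Because the 3 Med22RNAi arrays were the only new ones, the knockdown and the set of arrays cannot be told apart, and no array measured the driver without the knockdown. Table 1 and the labels of the 3 control arrays name the strain y,w, while the methods refer to a published red,e data set. These arrays are called wild type here. The values the authors deposited are log2 signals from GCRMA, a background correction and normalization for Affymetrix arrays, with 1 value per probe set. On each array 28.5% to 32.4% of the probe sets sat at the lowest value, a log2 signal of 2.11, and 45.8% to 49.6% lay below 3. Array medians were 3.66 to 3.80 in wild type, 4.15 to 4.25 in Med22RNAi, 3.07 to 3.11 in aly and 3.91 to 4.02 in sa. Across probe sets, arrays of the same genotype correlated at 0.983 to 0.997. The correlation between Med22RNAi and wild-type arrays ran from 0.886 to 0.915. The linear model of limma was fitted to all 12 arrays, with a mean per genotype, over 18769 Drosophila probe sets. A probe set was called higher or lower at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 4-fold. Setting all arrays to the same median would shift every log2 fold change by -0.46 in Med22RNAi, 0.64 in aly and -0.24 in sa. Fold changes are given on the deposited scale. The probe sets named here include no symbol for Med22 itself, which is not analysed here.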

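Many transcripts of genes that act late in sperm formation, though not all, fell in Med22RNAi testes. All 7 measured Y-linked genes fell, among them the phosphatase gene Pp1-Y2, by 4.76 on the log2 scale (standard error 0.46, n = 3 arrays per genotype), and ORY, by 4.33 (standard error 0.66). Of 23 measured genes of the testis-specific mitochondrial list, 12 fell, such as ND-51L1, a complex I subunit, from a log2 level of 10.71 ± 0.24 (SD, n = 3) to 6.01 ± 0.35. Some listed genes, such as Ant2, Ald2 and Pglym87, are not testis-specific forms of mitochondrial proteins. ATPsynbetaL, a form of an ATP synthase subunit singled out after its values were seen, was the 1 member that rose, at 2.46. Of 13 testis-specific proteasome subunits, 7 fell, with log2 fold changes of -3.85 for Prosalpha3T and -3.71 for Prosalpha4T2. Of 14 comet and cup genes, a group known for transcription after meiosis, 8 fell, including hale (16.1-fold), sunz (log2 fold change of -3.41) and d-cup (-3.34). The paper finds Med22RNAi, aly and sa spermatocytes arrested before the meiotic divisions. On arrays of whole testes, loss of later cells thus cannot be told apart from lower expression in spermatocytes. Still, hale kept its wild-type level in aly testes. For other genes, among them fzo, janB and gdl, the paper's in situ hybridization scores the transcript as off in Med22RNAi spermatocytes themselves. Of 27 genes of sperm chromatin and the sperm tail, 7 fell, including Tektin-A (-3.05, standard error 0.26), the transition protein gene Tpl94D (-2.98) and the protamine gene ProtB (-2.42, standard error 0.35). Adjusted over the list alone, these lists had 7, 12, 7, 8 and 7 members lower. As whole sets, by camera of limma, they were lower at adjusted p = 0.00384 (Y-linked), 2.99e-06 (mitochondrial), 0.00012 (proteasome), 2.99e-06 (comet and cup) and 2.99e-06 (sperm chromatin and tail). None of these set calls held at adjusted p = 0.375 with an estimated correlation, or 0.388 for sperm chromatin and tail.
Genes of the transcription machinery were among those that rose. For comparison, limma called 11.3% of all probe sets higher in Med22RNAi. Of 5078 expressed probe sets that were less than 2-fold lower in aly and sa, 20.5% were called higher. Their median log2 fold change was 1.04, and that of the 27 measured Mediator subunits was 1.10. Of 27 Mediator subunits, 7 rose, MED17 most, from a log2 level of 5.41 ± 0.52 (SD, n = 3) to 10.59 ± 0.04, followed by MED14 (2.75), MED24 (2.56) and MED21 (2.34). By contrast kto, a subunit of the kinase module, fell by 2.09, a call that was lost in at least 1 fit with 1 array left out. Of 11 subunits of the general TFIID complex, 5 rose: Taf5 (4.04, standard error 0.39), Taf4 (3.36), Taf1 (2.95), Tbp (2.82) and Taf6 (2.69), with Taf6 named after its values were seen. Of 9 tMAC components, tomb (2.97), wuc (2.59) and achi (2.40) rose, and of 5 tTAFs mia rose (3.04, standard error 0.09). Adjusted over the list alone, the counts higher were 7, 5, 3 and 1. By camera of limma the Mediator subunits (adjusted p = 0.0114) and general TFIID (adjusted p = 0.00648) were higher as sets, which did not hold at adjusted p = 0.46 and 0.375 with an estimated correlation. Camera sets each list against all named genes, including those near the lowest value. For tMAC and the tTAFs camera of limma gave adjusted p = 0.153 and 0.325. Some markers of cells outside the germ line rose as well. Of 8 hemocyte genes, 4 rose (also 4 adjusted over the list alone), namely crq (3.29), Pxn (3.26), Col4a1 (2.92) and vkg (2.80), and of 11 muscle genes Mlc2 (4.36, standard error 0.86) and Prm (3.17) rose, with 2 adjusted over the list alone. Camera of limma gave adjusted p = 0.117 for hemocyte and 0.443 for muscle genes. A further probe set of Pxn stayed at the lowest value, and a further one of Prm was at 0.92 (adjusted p = 0.21 from limma).
Among genes outside the lists, CG13675 was at least 206-fold lower in Med22RNAi, CG6262 at least 107-fold, fipi at least 119-fold, lncRNA:CR43097 at least 121-fold, CG31797 at least 89.2-fold and CG13801 at least 60.9-fold lower, with all 3 arrays near the lowest value. The other largest falls were CG18641 (-7.39), CG42272 (-7.21), the nucleoside transporter gene CNT1 (-7.02) and Cul3 (-6.97), a scaffold of ubiquitin ligases whose second probe set was at -1.11. The largest rises were RpL22-like (7.57, standard error 0.22), a paralog of a ribosomal protein gene, the scaffold gene Mo25 (6.66), pot (6.49) and the kinesin gene unc-104 (6.28). Near the lowest value in wild type, CG13405 was at least 83.0-fold higher in Med22RNAi, the nitric oxide synthase gene Nos at least 56.8-fold, Idua at least 55.6-fold, Ect3 at least 52.2-fold, Cyp12d1-d at least 48.5-fold and the troponin gene TpnC4 at least 46.1-fold. In all, limma called 1693 probe sets (9.02%) lower and 2126 (11.3%) higher, and with the array medians set equal 2135 lower and 1395 higher. With the medians set equal, 3 Mediator subunits were higher and 11 sperm chromatin and tail genes lower, and achi (1.94), MED21 (1.88) and ATPsynbetaL lay under the 4-fold limit. The Y-linked count was 4 with fits to 2 genotypes only, with dim probe sets removed or with a floor of 4, and kl-3, a dynein heavy chain gene at least 5.60-fold lower (adjusted p = 0.0177 from limma), lost its call without wild-type replicate 1 (adjusted p = 0.0615 from limma) or 2 (0.0674).

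**Figure D1:**
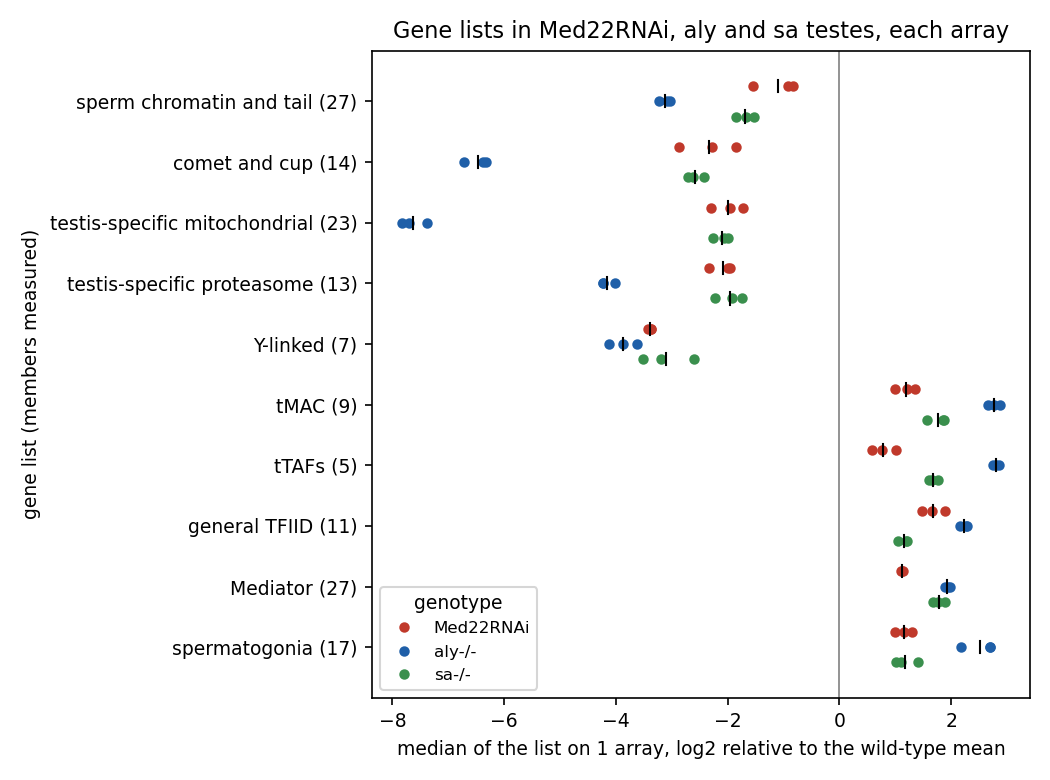
Median of each gene list on each array, as log2 relative to the mean of the wild-type arrays (horizontal axis), for the lists named on the vertical axis with the number of members measured. Points are arrays, black bars the mean of the 3 arrays, and colours the genotypes, and among the lists shown the Med22RNAi means on the deposited scale run from -3.39 for Y-linked genes to 1.68 for general TFIID.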

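Many genes of sperm formation fell in aly mutant testes, some to the lowest value of the arrays. Of 27 genes of sperm chromatin and the sperm tail 15 fell, with Tektin-A at -10.52 and ProtB at -8.93 (log2 fold change, standard errors 0.26 and 0.35, n = 3 arrays per genotype). On the other lists, 15 of 23 genes of the mitochondrial list were lower, among them ND-51L1 (at least 210-fold lower). So were 10 of 14 comet and cup genes, among them sunz (at least 326-fold), 7 of 13 proteasome subunits, among them Prosbeta5R1 (at least 956-fold), and 7 of 7 Y-linked genes. ATPsynbetaL (2.83) and the proteasome subunit gene Rpt4R (2.25), both singled out after their values were seen, were the members that rose. The counts were the same when adjusted over the list alone, at 15, 15, 10, 7 and 7. By camera of limma the 5 sets were lower at adjusted p = 9.84e-10, 1.99e-07, 3.34e-07, 0.00238 and 0.00238, none of which held at adjusted p = 0.271, or 0.337 for the proteasome, with an estimated correlation. The G2/M regulators that the paper itself names, which are not independent evidence, included CycB (-3.43, standard error 0.27) and bol (-4.68, standard error 0.40), which fell (2 of 3, also 2 adjusted over the list alone), and twe at -1.43 (adjusted p = 0.000393 from limma).
The 5 largest falls in aly were CG30376 (at least 2687.5-fold lower), w-cup (at least 2077-fold), CG4983 (at least 1773-fold), CG12860 (-11.82) and CG31870 (-11.72). In Med22RNAi the same genes were at -2.80, -1.01, -1.99, -1.76 and -1.72, of which CG30376 alone passed the 4-fold limit and w-cup had an adjusted p = 0.286 from limma. The 5 largest rises in aly were CG4133 (at least 209-fold higher), CG10132 (at least 141-fold), Idua (at least 115-fold), RFeSP (at least 90.9-fold) and PIG-X (7.34). In Med22RNAi CG4133 (at least 16.9-fold), Idua, RFeSP (at least 5.17-fold, with a second probe set at 0.44, and at 1.19 in aly) and PIG-X (4.30) rose too, and CG10132 stayed near the lowest value of the arrays. Among tMAC components 8 of 9 rose in aly, by 4.23 for tomb and 3.13 for topi, and among tTAFs mia (3.10), nht (2.92), sa (2.81) and can (2.02) rose, 4 of 5, with topi, nht and can named after their values were seen. Adjusted over the list alone these counts were 8 and 4, with camera at adjusted p = 0.00362 and 0.0119, and adjusted p = 0.337 for both with an estimated correlation. Some accessory gland genes were called lower in aly. Of 18 measured, Acp36DE (-3.80), antr (-3.45) and Acp26Ab (-3.23), named after their values were seen, were lower, 3 in all and 0 adjusted over the list alone, where limma gave 7 lower at an unadjusted p under 0.05. Camera gave adjusted p = 0.00677 for that list and adjusted p = 0.601 with an estimated correlation.
Of the 1935 probe sets lower in aly, 1410 (72.9%) were also lower in Med22RNAi, where 175 would be shared by lists drawn independently from all 18769. That baseline is too low, since 46.3% to 46.6% of probe sets lay below 3 on the wild-type arrays, too dim to fall 4-fold. All comparisons use the same 3 wild-type arrays, and all 3 genotypes arrest before the meiotic divisions. Part of the excess may come from the shared controls or the common arrest. Over the 1935 probe sets the median log2 fold change in Med22RNAi was -2.75. The 525 not called lower in Med22RNAi had a median of -1.27 there. Of them 294 were at least 2-fold lower in Med22RNAi at an adjusted p under 0.05 from limma and 177 lay within 2-fold of wild type. The direct comparison of Med22RNAi with aly by limma gave a difference for 473 of the 525. Among the 171 with 1 symbol and under 2-fold lower in Med22RNAi, the largest differences were in CG31820 (-0.31 in Med22RNAi and -10.36 in aly), CG18063 (-0.84 and -9.41), CG32459 (-0.96 and -9.24), CG10919 (-0.93, and at least 930-fold lower in aly) and CG32588 (-0.42, and at least 372-fold lower).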

Reciprocally, a large fraction of the 1597 transcripts that required Med22 function to be upregulated in testes also required function of *aly* to be upregulated (1329/1597 (83.2%) with a 4-fold cutoff) (Fig 5B and 5C). Similarly, a major fraction of the 1310 transcripts that required *sa* for upregulation also required action of Med22 (1069/1310 (81.6%) with a 4-fold cutoff) (Fig 5D and 5F), and many of the transcripts that required function of Med22 in spermatocytes for upregulation in testes also required *sa* for upregulation (1069/1597 (66.9%) with a 4-fold cutoff) (Fig 5E and 5F). 

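Most transcripts that fell in Med22RNAi fell in aly testes too, and a smaller group did not. Among the exceptions was hale, a comet gene, whose log2 level was 12.58 ± 0.09 (SD, n = 3) in wild type, 12.44 ± 0.10 in aly and 8.58 ± 0.35 in Med22RNAi. CG12692 was at a log2 fold change of -5.73 in Med22RNAi (standard error 0.40, n = 3 arrays per genotype) and 1.00 in aly (adjusted p = 0.0757 from limma). The gene gfzf, which encodes a glutathione S-transferase with zinc fingers, fell by 3.63 in Med22RNAi and rose by 3.02 in aly, although its second probe set was at -1.39 and 1.64. Tusp was at least 7.93-fold lower in Med22RNAi and rose by 3.64 in aly, and Sodq was at least 3.71-fold lower in Med22RNAi and rose by 3.73 in aly. For spri, at least 13.6-fold lower in Med22RNAi and at 2.78 in aly, the second expressed probe set was at -2.40 and 2.75. These 5 genes other than hale were chosen for the largest differences between Med22RNAi and aly, so a test of that difference adds no evidence for them. The gene hale, from the comet and cup list, differed by -3.86 (adjusted p = 1.22e-07 from limma).
Of the 1693 probe sets lower in Med22RNAi, 1410 (83.3%) were also lower in aly, and the median log2 fold change of all 1693 in aly was -5.94. The other 283 had a median of -0.48 in aly. Of these, 86 were at least 2-fold lower in aly at an adjusted p under 0.05, 135 lay within 2-fold of wild type and 16 were called higher. The direct comparison by limma gave a lower level in Med22RNAi than in aly for 253 of the 283, at least 4-fold for 167.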

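In sa testes the same groups of sperm genes had members that fell. Of 27 genes of sperm chromatin and the sperm tail 12 fell, among them ProtB (log2 fold change of -5.59, standard error 0.35, n = 3 arrays per genotype), Tpl94D (-3.73) and Tektin-A (-2.20). Of 23 genes of the mitochondrial list 14 fell, with ND-51L2 at -3.74 and ttm3, an import protein gene, at -3.03. Of 14 comet and cup genes 9 fell, of 13 proteasome subunits 6 fell, with Prosalpha4T1 at -4.14, and of 7 Y-linked genes 7 fell, with Ppr-Y at least 14.2-fold lower. The counts adjusted over the list alone were 12, 14, 9, 6 and 7. By camera of limma the sets were lower at adjusted p = 5.13e-10, 1.28e-06, 4.65e-08, 4e-04 and 0.00156, and none of these held at adjusted p = 0.296 with an estimated correlation. Of 27 Mediator subunits 12 rose in sa, MED17 by 4.05, and of 11 general TFIID subunits Taf5 (5.29) and Taf6 (3.98) rose. Adjusted over the list alone these counts were 12 and 2. Camera gave adjusted p = 0.000134 and 0.0132, and adjusted p = 0.296 for both with an estimated correlation.
The 5 largest falls in sa were CG33489 (-8.97), CG43072 (-8.94), the cup gene t-cup (-8.74), CG18171 (at least 273-fold lower) and CG13675, which is at the lowest value in every mutant. In Med22RNAi the first 4 fell by 3.98, 3.63, 2.52 and 4.56 on the log2 scale. The largest rises in sa were CCHa1 (7.53), a neuropeptide gene, the cytochrome P450 gene Cyp6a2 (at least 77.6-fold higher), CG5397 (at least 77.4-fold), Hasp (at least 44.7-fold) and RFeSP (at least 31.4-fold).
Of the 1443 probe sets lower in sa, 1180 (81.8%) were also lower in Med22RNAi, and they made up 69.7% of the 1693 lower in Med22RNAi. Lists drawn independently would share 130, a number that takes no account of the common wild-type arrays. It is also too low, as it counts probe sets too dim in wild type to fall 4-fold. The log2 fold change in Med22RNAi over all 1443 had quartiles of -3.83 and -2.21. Among the 263 not called lower there its median was -1.52, with 186 at least 2-fold lower at an adjusted p under 0.05 from limma, and 210 of the 263 differed between the genotypes in the direct comparison. Among the 51 with 1 symbol and under 2-fold lower in Med22RNAi, the largest differences were in CG11034 (-0.38 in Med22RNAi and -5.15 in sa), CG34460 (-0.23 and -4.70), CG42535 (-0.79 and -4.46), CG10508 (1.39, and at least 5.06-fold lower in sa) and sa itself, mutated in these flies (-0.35 and -4.99).
Of the 513 lower in Med22RNAi and not called lower in sa, 259 were at least 2-fold lower in sa at an adjusted p under 0.05, and the median in sa was -1.06. The direct comparison gave a lower level in Med22RNAi for 438. Among them were pico (at least 22.5-fold lower in Med22RNAi and 2.01 in sa), CG9727 (at least 5.88-fold and 3.22), Galphaq, a G protein subunit gene (at least 4.13-fold and 3.72), Ir100a (at least 7.54-fold and 2.10) and Mal-A6 (at least 16.0-fold and 0.72). The second probe set of pico was at -0.29 in Med22RNAi, and the 2 further probe sets of Galphaq were called higher there, one at 3.70 and the other from near the lowest value.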

Consistent with the model above, the vast majority of the transcripts that required both *aly* and *sa* for upregulation also needed Med22 for upregulation (1022/1210 (84.5%) with a 4-fold cutoff) (Fig 5G).

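Transcripts that fell in both aly and sa testes mostly fell in Med22RNAi as well, by less than in aly. CG9173 fell from a log2 level of 11.96 ± 0.21 (SD, n = 3) in wild type to 9.02 ± 0.39 in Med22RNAi, 8.81 ± 0.31 in sa and 3.11 ± 0.38 in aly. The mitofusin gene fzo fell by 3.04 on the log2 scale in Med22RNAi (standard error 0.19, n = 3 arrays per genotype), was at -1.77 in sa (adjusted p = 4.69e-05 from limma) and was at least 164-fold lower in aly. The gene janB was at -1.04 in Med22RNAi (adjusted p = 0.0114 from limma) and fell by 4.37 in aly and 3.49 in sa. These are the measured spermatid differentiation genes of Table 1, of which 2, 3 and 2 of 3 were called lower in Med22RNAi, aly and sa (2, 3 and 2 also when adjusted over the list alone). They are the paper's own examples and not independent evidence. Camera gave adjusted p = 0.0371 for them in Med22RNAi, and adjusted p = 0.375 with an estimated correlation. The gene gdl is not analysed here.
Of the 1326 probe sets lower in both aly and sa, 1125 (84.8%) were also lower in Med22RNAi, where 120 would be shared by independent lists. That baseline too is low, as it counts probe sets too dim in wild type to fall 4-fold. The common arrest before the meiotic divisions may also add to the overlap. The 201 others had a median log2 fold change of -1.58 in Med22RNAi, and 150 of them were at least 2-fold lower at an adjusted p under 0.05 from limma. Over the 1125 the median was -3.33 in Med22RNAi (SD of the 3 array medians 0.43), -7.48 in aly (SD 0.03) and -3.61 in sa (SD 0.16). The wild-type median level of these probe sets was 11.35, against 7.82 in Med22RNAi, 7.22 in sa and 2.78 in aly. In aly 58.4% of them lay near the lowest value, against 13.2% in Med22RNAi and 14.4% in sa. With all levels under a log2 of 3 set to 3, the medians were -3.26, -7.17 and -3.55. The direct comparison by limma gave a higher level in Med22RNAi than in aly for 832 of the 1125 and a lower one for 29. Against sa, Med22RNAi was higher for 362 and lower for 166.
As a check on the use of shared controls, 20 sets of unchanged groups were simulated around the wild-type means, with the wild-type arrays simulated too. Errors particular to the measured wild-type arrays were thus not included. The simulations gave 0 lower calls by limma, so 0 shared ones followed, and this says nothing on the overlap of changed lists. Their log2 fold changes still correlated, across the 7577 probe sets with a wild-type level of at least 6, at 0.502 for Med22RNAi and aly, 0.496 for Med22RNAi and sa and 0.502 for aly and sa. The measured correlations were 0.761, 0.806 and 0.856, with covariances of 5.92, 3.65 and 6.88 against 0.0451, 0.0450 and 0.0450 in the simulations. Probe sets are not independent replicates, and with 3 wild-type arrays the controls cannot be divided between the comparisons. The paper sets its overlaps beside a model, drawn from the arrest phenotype and protein localization, in which Mediator may work in 1 pathway with tMAC and the tTAFs to turn on terminal differentiation genes.

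**Figure D2:**
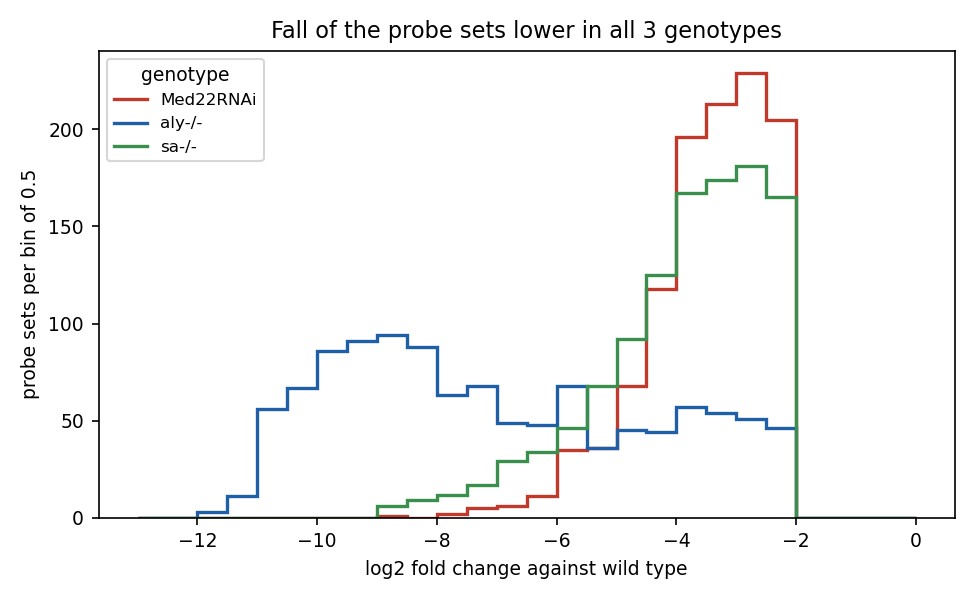
Histogram of the log2 fold change against wild type (horizontal axis) of the 1125 probe sets lower in all 3 genotypes, with the number of probe sets per bin on the vertical axis and 1 line per genotype. The aly line is centred on a median of -7.48 and the Med22RNAi and sa lines on -3.33 and -3.61.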

**Fig 5:**
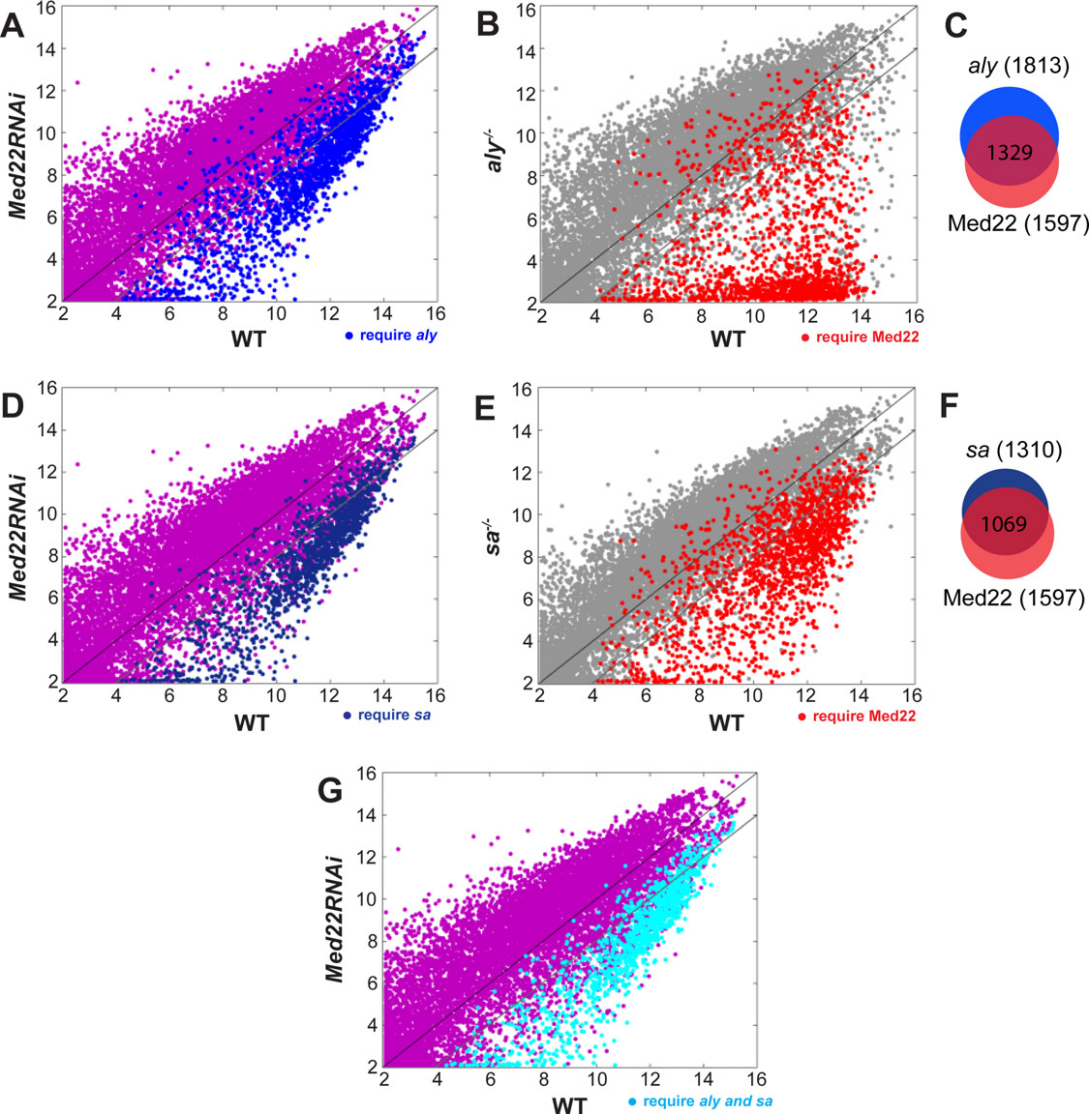
Med22 is required for expression of transcripts requiring tMAC and tTAF function. **(A, B, D, E and G)** Scatter plots comparing transcript levels in wild-type testes with (A, D and G) *Med22RNAi*, (B) *aly* ^*-/-*^, (E) *sa* ^*-/-*^. X and Y axes, log2 transformed gene expression values. (red dots in B and E) 1597 transcripts required function of Med22 for upregulation (≥2^2 fold higher in WT than in *Med22RNAi*); (blue dots in A) 1813 transcripts that required function of *aly* for upregulation (≥2^2 fold higher in WT than in *aly* ^*-/-*^); (blue dots in D) 1310 transcripts that required function of *sa* for upregulation (≥2^2 fold higher in WT than in *sa* ^*-/-*^); (cyan dots in G) 1022 transcripts that required function of both *aly* and *sa* (≥2^2 fold higher in WT than in *aly* ^*-/-*^ and in *sa* ^*-/-*^). FDR adjusted to P<0.05 for all samples. (C and F) Venn diagrams showing overlap of transcripts that required function of (C) *aly* or Med22 (1329 required both), (F) *sa* or Med22 (1069 required both).

Transcripts that required function of both *aly* and Med22 for cell type specific upregulation in spermatocytes included the core G2/M cell cycle regulators Cyclin B, *cdc2*/*twine* (Fig 6G–6J and Table 1) and its translational activator *boule* (Table 1), and spermatid differentiation factors such as *fzo* and *gdl*, for which full transcription also depend on function of the tTAFs (Fig 6K–6P and Table 1). Strikingly, action of Med22 was not required for cell type specific expression of a cohort of transcripts, represented by Cyclin A, *Rbp4* and *CG9975* (Fig 6A–6F), that are strongly activated in early spermatocytes but do not require function of tMAC or the tTAFs. Thus, action of Med22 is not required for activation of all genes newly expressed as male germ cells become spermatocytes, but rather appears to be mainly required for the cell type specific terminal differentiation transcription program controlled by tMAC and the tTAFs.

**Fig 6:**
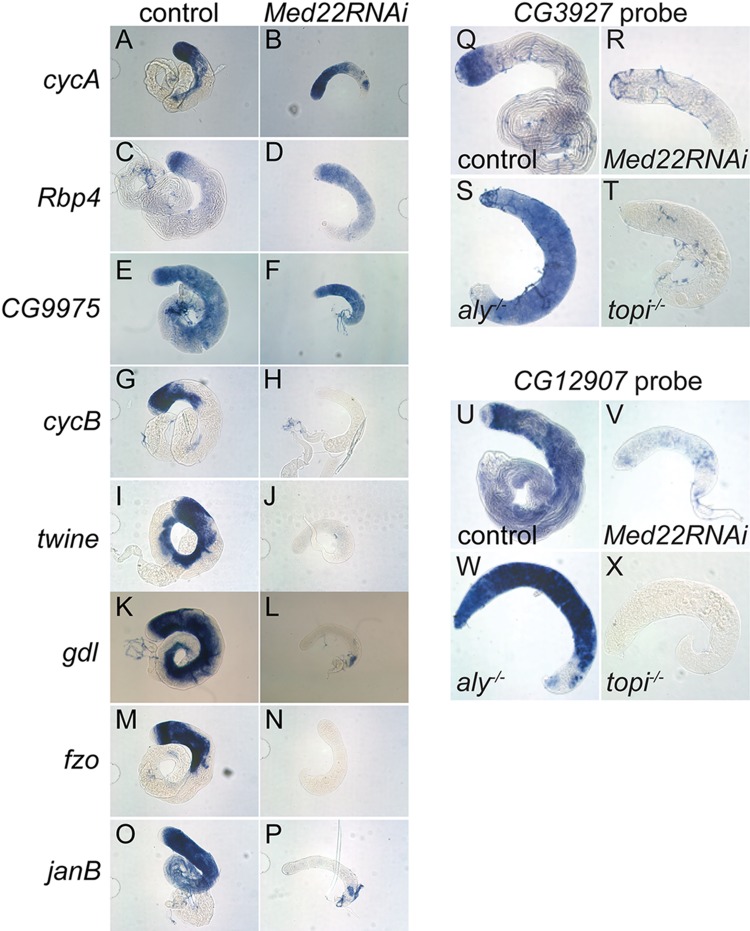
Similar transcript expression profiles between *Med22RNAi* and *topi*. **(A-P)** *in situ* hybridization to control and *Med22RNAi* knockdown testes processed in parallel in the same tube with antisense RNA probes for (A, B) *cycA*, (C, D) *Rbp4*, (E, F) *CG9975*, (G, H) *cycB*, (I, J) *twine*, (K, L) *gdl*, (M, N) *fzo* and (O, P) *janB*. **(Q-T)** *in situ* hybridization with antisense probe against the *topi*-dependent gene CG3927 in (Q) control, (R) *Med22RNAi*, (S) *aly* ^*-/-*^ and (T) *topi* ^*-/-*^ testes. **(U-X)** *in situ* hybridization with antisense probe against the *topi*-dependent gene CG12907 in (U) control, (V) *Med22RNAi*, (W) *aly* ^*-/-*^ and (X) *topi* ^*-/-*^ testes. Tip of testis to left in all panels.

**Table 1:** Testis transcript expression profile of various genotypes by *in situ*.

genotype	WT	*aly*	tTAF	Med22	*topi*
transcripts					
general					
*cyclinA*	+	+	+	+	+
*CG9975*	+	+	+	+	+
*Rbp-4*	+	+	+	+	+
cell cycle					
*cycB*	+	-	+	-	-
*twine*	+	-	+	-	-
*Boule* ^a^	+	-	+	-	-
differentiation					
*fzo*	+	-	-	-	-
*janB*	+	-	-	-	-
*gdl*	+	-	-	-	-
*CG9173*	+	-	-	-	-
transcripts dependent on *topi* but not *aly*					
*CG3927*	+	+	+	-	-
*CG12907*	+	+	+	-	-

Allelic combinations used for each genotype: *y*.*w*, *aly* ^*2*^ */aly* ^*5P*^, *sa* ^*1*^ */sa* ^*2*^ and *can* ^*2*^ */can* ^*12*^, *Med22RNAi*, *topi* ^*Z0707*^ */topi* ^*Z2139*^.

(+) and (-) represent transcript expression On or Off, respectively, in spermatocytes of the designated mutant testis.

a: transcript expression analyzed by RT-PCR

Although both were found to be members of the tMAC complex, *aly* and *topi* mutants show slight differences in gene regulation: a small number of transcripts were shown to be expressed normally in *aly* mutant but not in *topi* mutant testes, including the transcripts of *CG3927* and *CG12907* [18]. Both the *CG3927* and *CG12907* transcripts were also not expressed in testes in which Med22 had been knocked down in spermatocytes by RNAi (Fig 6Q–6X and Table 1), suggesting that loss of function of Med22 may be more similar to loss of function of *topi* than to *aly*. Consistent with this, *Med22RNAi* and *topi* mutant testes also showed similar arrest phenotypes, which differ from the mutant phenotype of *aly* in terms of effect on spermatocyte chromatin (Fig 1E, 1E’, 1G, 1G’, 1H and 1H’).

### *topi* is required for localization of Mediator to chromatin in spermatocytes

Even though MED22-3HA protein accumulated to even higher levels (Fig 3A) in *topi* null mutant versus WT testes extracts (due to accumulation of the arrested spermatocytes in *topi* mutant testes), MED22-3HA failed to localize properly to chromatin in *topi* mutant testes (Fig 7A–7H). Similarly, Med26 protein was expressed in *topi* mutant testes (Fig 3B), localization of MED26 protein was strongly affected in spermatocytes mutant for *topi*. Although the majority of the MED26 immunofluorescence signal detected was nuclear, in contrast to in wildtype, MED26 did not colocalize with the bivalent chromosomes in *topi* mutant spermatocytes. (Fig 7I–7P). Consistent with Med22 being required for localization of the tTAFs, Sa protein also failed to localize to the chromatin in *topi* mutant spermatocytes, shown either by anti-HA staining of testes from flies expressing the SA-3HA transgene (Fig 7Q–7X) or by imaging fluorescence of GFP in unfixed squashed preparations of testes from flies carrying a *sa-GFP* genomic rescue transgene (Fig 7Y and 7Z).

**Fig 7:**
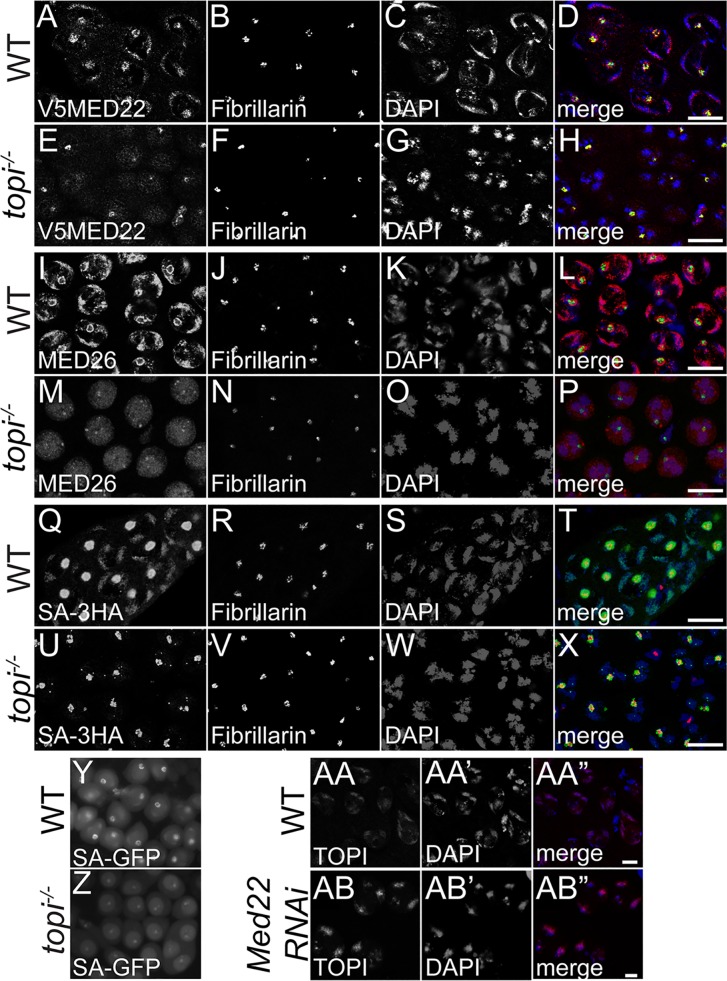
Localization of Mediator protein to spermatocyte chromatin requires *topi* function. **(A-H)** Indirect immunofluorescence of (A-D) wild type and (E-H) *topi* ^*-/-*^ spermatocytes stained for (A and E) anti-V5 to detect V5-MED22, (B and F) Fibrillarin, (C and G) DAPI and (D and H) merge, red: V5-MED22, green: Fibrillarin, blue: DAPI. Bars: 10 μm. **(I-P)** Indirect immunofluorescence of (I-L) wild type and (M-P) *topi* ^*-/-*^ spermatocytes stained for (I and M) anti-MED26, (J and N) Fibrillarin, (K and O) DAPI and (L and P) merge, red: anti-MED26, green: Fibrillarin, blue: DAPI. Bars: 10 μm. **(Q-X)** Indirect immunofluorescence of (Q-T) wild type and (U-X) *topi* ^*-/-*^ spermatocytes stained for (Q and U) anti-HA to setect SA-3HA, (R and V) Fibrillarin, (S and W) DAPI and (T and X) merge, red: SA-3HA, green: Fibrillarin, blue: DAPI. Bars: 10 μm. **(Y and Z)** live GFP squash showing SA-GFP expression and localization in (Y) wild type and (Z) *Med22RNAi* testes. **(AA-AB”)** Indirect immunofluorescence of (AA-AA”) wild type and (AB-AB”) *Med22RNAi* spermatocytes stained for (AA and AB) Topi, (AA’ and AB’) DAPI and (AA” and AB”) merge, red: Topi, blue: DAPI. Bars: 2 μm.

In contrast, localization of *topi* protein to chromatin in spermatocytes did not require Med22 (Fig 7AA–7AB”), suggesting that *topi* acts upstream of Mediator in the recruitment pathway. These results, together with the similar effects on gene expression of Med22 knockdown in spermatocytes and of loss of function of *topi*, raised the possibility that function of predicted sequence specific DNA binding components of tMAC, such as Topi, may be involved in recruiting Mediator to target loci. Consistent with this idea, immunoprecipitation of Myc-tagged Topi brought down HA-tagged Med22 when the two proteins were coexpressed in S2 cells (Fig 8A). In contrast, the core tMAC component Tombola failed to co-immunoprecipitate Med22 under similar conditions (Fig 8B). These data altogether suggest that interaction of Mediator with tMAC, mediated at least partially through binding of Med22 to Topi, serves a crucial step in establishing the cascade of transcriptional activation events in differentiating spermatocytes.

**Fig 8:**
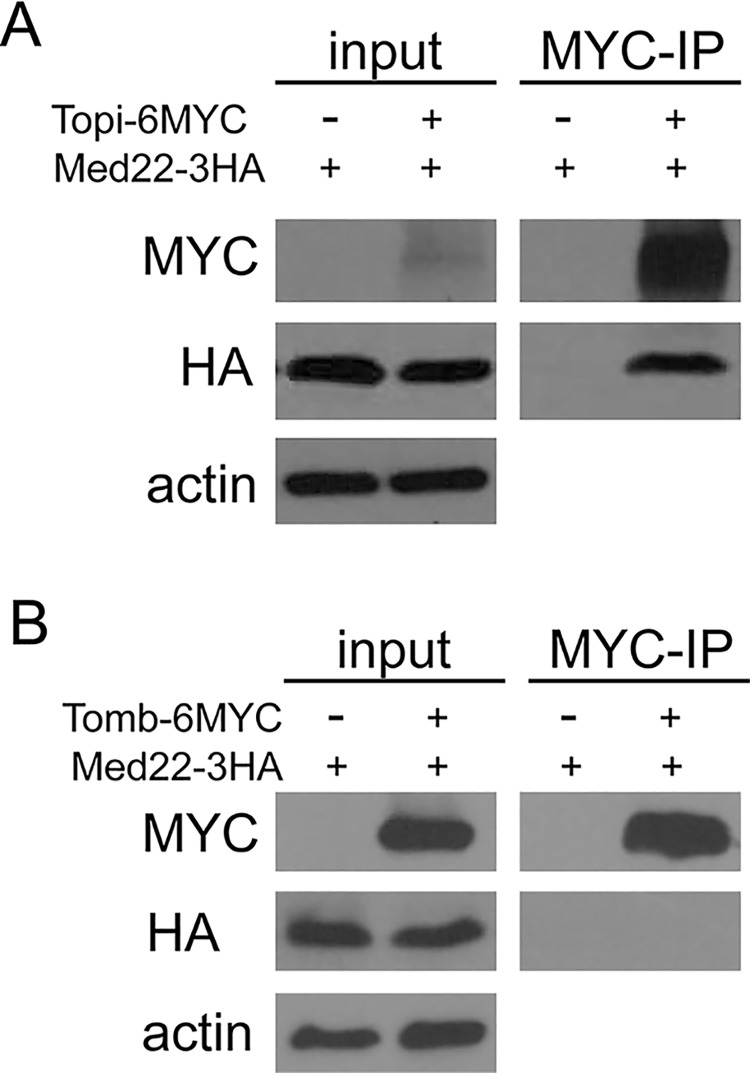
MED22 and Topi physically interact when co-expressed in S2 cells. **(A)** MED22-3HA co-immunoprecipitated with TOPI-6MYC. S2 cell extracts coexpressing MED22-3HA with or without TOPI-6MYC immunoprecipitated with anti-MYC and blotted with anti-HA. Input is 1/10 of each pre-immunoprecipitation crude cell extract. Anti-actin blot served as input loading control to show equal amount of crude cell extract was used for the two samples. **(B)** MED22-3HA failed to co-immunoprecipitate with TOMB-6MYC. S2 cell extracts coexpressing MED22-3HA with or without TOMB-6MYC immunoprecipitated with anti-MYC and blotted with anti-HA. Input is 1/10 of each pre-immunoprecipitation crude cell extract. Anti-actin blot served as input loading control to show equal amount of crude cell extract was used for the two samples.

## Discussion

Activation of cell-type-specific gene expression profiles underlies terminal differentiation programs in both embryonic and adult stem cell lineages. In many cases such stage- and cell-type-specific gene expression programs require cooperative action of sequence-specific transcriptional activators and tissue-specific components of the basal transcription machinery [26,33,34]. We have previously demonstrated that full activation in spermatocytes of the transcription program for terminal differentiation of male gametes requires sequential action of the testis specific tMAC complex and five testis specific homologues of components of the general transcription factor complex TFIID (the tTAFs) [26]. How tMAC and the tTAFs function at promoters of differentiation genes is not yet understood at the molecular level although function of tMAC was needed to recruit the tTAF protein Sa to promoters of spermatid differentiation genes [26]. Our new data presented here indicate that subunits of the Mediator coactivator complex mediate the regulatory function of tMAC on the tTAFs, acting in a pathway to turn on robust expression of terminal differentiation genes in spermatocytes.

Potentially functioning as a testis specific TFIID complex, the tTAFs are needed for full activation of transcription of hundreds of spermatid differentiation genes in primary spermatocytes but are dispensable for transcription of meiotic cell cycle genes activated in the same cells (Table I and [14,15]). It is possible that the gene selectivity of the tTAFs is determined primarily by structures of the promoters of differentiation genes. The general TAFs and TFIID were shown to confer promoter selectivity and facilitate transcription activation at promoters with no or less stringent TATA boxes in *Drosophila* systems [35,36]. Alternatively, as our results now suggest, the gene selectivity of the tTAFs may be partly achieved through DNA sequence specific components in the tMAC complex. tMAC contains at least two potential sequence-specific DNA-binding proteins, Tomb and Topi [18,20]. We found that Topi and MED22 physically interact when coexpressed in S2 cells (Fig 8). The tTAF protein Sa failed to localize to meiotic chromatin without Med22 function, suggesting the tTAFs may be recruited or stabilized by Mediator at promoters of the spermatid differentiation genes. Similar coactivator cross-talk between Mediator and canonical TAFs was observed during activation of the metal response gene, MtnA, in *Drosophila cell* culture [37]. Although TFIID and Mediator were recruited separately to the MtnA promoter, TFIID was only functional in the presence of Mediator [37].

Although expression and subcellular localization of Med22 protein proceeded protein accumulation and localization of Sa in spermatocytes, and the correct localization of Sa relied on function of Med22, our data do not prove direct recruitment of Sa by Med22. The tTAFs, including Sa, may be recruited by other mechanisms to promoters of differentiation genes, with function of Mediator needed to stabilize and facilitate assembly and function of the tTAF containing preinitiation complex. Despite that Sa and Mediator colocalized to both chromatin and the nucleolus in spermatocytes based on immunofluorescence staining, Sa protein was predominantly detected at the nucleolus (Fig 4), whereas the Mediator signal was more evenly distributed between chromatin and the nucleolus (Figs 2 and S3), again suggesting that Sa may not be directly recruited by Mediator, at least to the nucleolus. It is possible that once localized, Sa is stabilized through interaction with Mediator since both the nucleolar and chromatin localization of Sa was completely abolished in *Med22RNAi* (Fig 4). We were not able to detect direct interaction between Mediator subunits and tTAF components in testis extracts. However, considering the limitation of the *Drosophila in vivo* system for such biochemical assays, we cannot rule out the possibility that the two complexes physically interact in spermatocytes, since interactions between Mediator and TFIID have been demonstrated in vitro [38].

Of all the Mediator subunits we attempted to knock down in spermatocytes by RNAi, knock downs of only a few caused the meiotic arrest phenotype. Of these, *Med22RNAi* is the only knockdown for which the meiotic chromatin resembled tTAF mutant chromatin. Phenotypic variations among different Mediator subunits were also observed in a previous study in SL2 cells, in which each of mediator subunit was knocked down by RNAi [39]. The heterogeneity of Mediator subunit knockdown phenotypes may be a result of variation in RNAi efficiency. Indeed, analysis of protein by immunofluorescence revealed that the RNAi hairpin against Med26 we tested did not knock down expression of the Med26 protein (S2 Fig). Since we use the Gal4-UAS system to drive RNA hairpin expression in spermatocytes, it is worth noting that Mediator had been shown to be required for Gal4 mediated transcription at UAS-containing promoters [40]. Therefore, Mediator subunits needed for structural integrity of the complex or directly involved in interaction with Gal4-AD might not give strong phenotypes due to the potential negative feedback on the RNAi process. Alternatively, the differences in RNAi knockdown phenotypes of individual subunits could reflect functional diversity of particular subunits.

Although previously thought to be a generally needed inert protein complex which passively bridge interactions between transcription activators and the general transcription machinery, including TFIID and PolII, recent studies have revealed a more active and even gene selective role for Mediator in transcription activation. Many Mediator subunits were found to selectively modulate and integrate regulatory signals of specific cellular and metabolic pathways [41,42,43,44,45,46,47]. Previous studies also showed several Mediator subunits functioned as adaptors to bridge interactions of particular transcription factor(s) to the Mediator complex or subcomplexes. For example, the C-terminal domain and the activation domain of p53 specifically bind to the MED1 and MED17 subunits of Mediator, respectively [48,49]. MED15 binds strongly to the activation domain of SREBP-1α to regulate lipid homeostasis [43], and MED23 binding to the ELK-1 activation domain is required specifically for adipogenesis [41]. More interestingly, MED14 and MED25 mutants had opposite effects on cell size control in *Arabidopsis*, suggesting distinct Mediator subunits coexisting in the same cells can have distinct mechanistic roles in transcription regulation [42,50]. Our work suggests Mediator is recruited in primary spermatocytes to target genes by the tissue- and cell type-specific transcription factor Topi through its physical interaction with MED22. Importantly, consistent with being recruited by sequence specific activators in the tMAC, Mediator is not generally required in spermatocytes for activating transcription, as most genes which did not require function of tMAC (as seen with *aly* ^*-/-*^) or tTAFs (as seen with *sa* ^*-/-*^), were expressed at relatively normal levels in *Med22RNAi* testes (Fig 5 and Table 1).

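Transcripts that did not depend on aly or sa were seldom lower in Med22RNAi testes, and many were higher. Rbp4, an RNA-binding protein gene of early spermatocytes, rose from a log2 level of 10.92 ± 0.26 (SD, n = 3) in wild type to 13.42 ± 0.05 in Med22RNAi, 13.62 ± 0.19 in sa and 14.42 ± 0.07 in aly. CG9975, now called fest, was at a log2 fold change of 0.81 in Med22RNAi (standard error 0.29, adjusted p = 0.0526 from limma), -1.05 in aly and -0.01 in sa. Of these 2 genes, which Table 1 lists as general transcripts and which are not independent evidence, 1 was called higher in each genotype (1 also adjusted over the list alone), and camera of limma gave adjusted p = 0.263 in Med22RNAi. CycA is not analysed here. Of 8 measured genes of the meiotic translation list, Rbp4 was the 1 called higher in Med22RNAi (1 adjusted over the list alone), where camera of limma gave adjusted p = 0.998. With 1 array left out, the counts ran from 1 to 2 higher and from 0 to 1 lower. The list also holds bb8, which is not a regulator of translation. In aly bol, bb8, eIF4G2 and orb2 of that list fell, by 4.68, 4.58, 2.34 and 2.26 on the log2 scale, all but bol singled out after their values were seen, making 4 lower and 4 adjusted over the list alone. With the array medians set equal, eIF4G2 and orb2 lay under the 4-fold limit.
Of 7577 probe sets with a wild-type log2 level of at least 6, 5078 were less than 2-fold lower in both aly and sa. Of these 5078, limma called 122 (2.40%) lower and 1042 (20.5%) higher in Med22RNAi, and 3914 (77.1%) were called neither. By comparison, 1363 of the 1911 expressed probe sets that were called lower in aly or sa (71.3%) were lower in Med22RNAi. The median log2 fold change of the 5078 was 1.04 in Med22RNAi (quartiles 0.12 and 1.83), and 2085 (41.1%) lay within 2-fold of wild type there. The medians of 1.41 in aly and 1.16 in sa are raised by the choice of these probe sets on their values in aly and sa. Fold changes in Med22RNAi share the wild-type arrays and correlated with those in aly (0.761) and sa (0.806). The same choice can therefore raise the Med22RNAi median and reduce the share called lower. Over all 7577 the medians were 0.27 in Med22RNAi, 0.55 in aly and 0.51 in sa. Among the 5078 the median in Med22RNAi fell with the wild-type level, from 1.48 for 1586 probe sets at log2 levels of 6 to 8 through 1.10 for 1822 at 8 to 10, 0.70 for 1236 at 10 to 12 and 0.49 for 413 at 12 to 14 to 0.07 for 21 above 14. The share lower was 4.14% and the share higher 10.9% with the array medians set equal, and 7.48% and 50.8% with a 2-fold limit. Taken relative to their own median, a reference chosen after the values were seen, 397 (7.82%) were at least 4-fold lower and 203 (4.00%) higher.

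**Figure D3:**
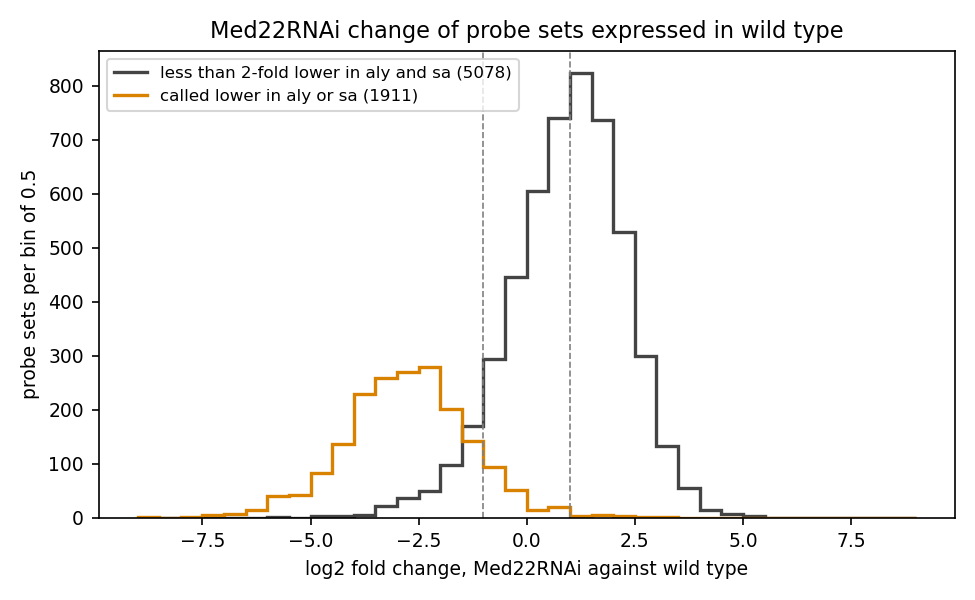
Histogram of the log2 fold change in Med22RNAi against wild type (horizontal axis) for probe sets with a wild-type log2 level of at least 6, with the number of probe sets per bin on the vertical axis. One line shows the 5078 that were less than 2-fold lower in aly and sa, with a median of 1.04, and the other the 1911 called lower in aly or sa, and dashed lines mark a change of 2-fold.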

Although we only detected physical interaction between MED22 and Topi (Fig 8), it is certainly possible that other putative sequence specific DNA binding factors in tMAC, such as Tomb, or peripheral to tMAC, such as Achi/Vis also recruit Mediator through specific interactions with other Mediator subunits. Topi and Achi/Vis were suggested to be both needed at promoters of most genes controlled by the *aly* class of meiotic arrest genes [20]. In spermatocytes, signals from different components of tMAC instructing activation of transcription may be integrated by Mediator through interactions between tMAC subunits and specific Mediator subunits, before being transduced to the general transcription machinery containing the tTAFs. Our study on how transcriptional activation signals maybe routed through Mediator to the general machinery in differentiating spermatocytes will also shed light on how master transcription factors and Mediator-enriched super-enhancers [5] may interact with the basal machinery in a gene selective fashion.

## Materials and Methods

### Fly husbandry

*Drosophila* stocks were maintained on cornmeal and dextrose media at 22°C. Crosses and experimental flies were grown on cornmeal and molasses media at 25°C. All markers used were previously described [51](www.flybase.org). Fly strains were obtained from the Bloomington Stock Center. Flies carrying RNAi hairpins were from the Vienna *Drosophila* RNAi Center (VDRC). tMAC and tTAF mutant strains used were *aly* ^*2*^/*aly* ^*5p*^, *topi* ^*Z0707*^/*topi* ^*Z2139*,^ *can* ^*2*^ */can* ^*12*^ or sa^*1*^ /sa^*2*^ trans-heterozygotes. Wild-type control flies were *y* ^*1*^,*w* ^*1118*^ unless otherwise stated. SA-GFP and SA-3HA flies both contain all the sequences necessary to rescue *sa* null mutants and are expressed specifically in spermatocytes like the endogenous protein [15].

### Spermatocyte specific RNAi against Mediator subunits

Virgin UAS-Dicer2;;Bam-Gal4 females were crossed to *y*,*w* males (control) or males carrying RNAi-hairpin against each of the Mediator subunits and grown at 25°C. Testes from resulting F1 males were dissected for further analysis. RNAi hairpins reported in this work are VDRC#104581(Med22), VDRC#51476(Med26) and those listed in S1 Table. For comparing SA-GFP, SA-3HA, V5-Med22 or Med22-3HA expression in Mediator RNAi knockdown testes, crosses were set up so experimental flies and sibling controls always had the same copies of the relevant transgene.

The Med22 RNAi hairpin from VDRC (#104581) contained only 136 base pairs of cDNA sequences near the C-terminus of the gene and had no predicted off-targets. We designed two additional UAS-hairpins containing a 249 bp sequences from the remaining Med22 N-terminal cDNA, in opposite orientation, following a previously published protocol[52]. However, neither of the newly developed hairpins knocked down Med22 expression nor produced any phenotype. Primers used to amplify the 249 base pair cDNA sequences were 5’-GACAACCATTTTGCCCCAG and 5’-AGGTACTGTTTTAGGTCGG.

### Generation of Med22 and Topi tagged constructs

mCherryV5-Med22 and Med22-3HA: An EcoRI site was introduced right before the start ATG of Med22 genomic coding sequences. V5 sequences were added onto mCherry by PCR with a mCherry reverse primer containing the V5 sequences. The mCherryV5 sequences were inserted in frame into the EcoRI site to creat a mCherryV5-Med22 N terminal fusion. The entire coding sequences were then fused in between Med22 endogenous promoter and 3’ sequences before inserting into pCaSpeR4 [53]. The mCherryV5-Med27 construct was created similarly. Med22-3HA transgene was constructed similarly except that a XhoI site was introduced immediately before the stop codon and used to insert PCR amplified 3HA sequences. The resulting constructs were introduced into flies via P-element mediated transformation. Both transgenes fully rescued the lethality of the Med22 null alleles (see below) demonstrating functionality of the tagged proteins.

UAST-Med22-3HA and UAST-Topi-6MYC: 3HA or 6MYC sequences were PCR amplified, fused immediate before the stop codon and in frame to Med22 or *topi* cDNA, respectively. The resulting fusion cDNAs were inserted into EcoRI-XbaI sites of the pUAST vector [54]. UAST-Tomb-6MYC: 6MYC sequences were PCR amplified, fused immediate before stop codon and in frame to *Tomb* cDNA. The resulting fusion cDNA was inserted into EagI-XbaI sites of the pUAST vector.

### Med22 deletion alleles using CRISPR (clustered regularly interspaced short palindromic repeats)

Seed sequences of three CRISPR guide RNAs targeting the first exon of Med22 were selected using Zhang lab web tool (http://www.genome-engineering.org/crispr): Med22_CRISPR_01 AGAAGCGCCTCCTTCGACTG; Med22_CRISPR_02 AATGGTTGTCCTGGATCCGC; Med22_CRISPR_03 GTCCTATAATGCGCGCCTCA. Templates for each Guide RNA were PCR amplified with a universal reverse primer containing the single guide RNA (sgRNA) sequence for incorporation into the Cas9 enzyme (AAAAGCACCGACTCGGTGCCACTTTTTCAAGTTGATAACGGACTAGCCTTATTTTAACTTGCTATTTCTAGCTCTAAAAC) and a specific forward primer containing [T7 promoter] -[CRISPR seed sequences]-[complementary sequences to the universal primer] ([GAAATTAATACGACTCACTATA][CRISPR seed sequences][GTTTTAGAGCTAGAAATAGC]) as Bassett et al. described [55]. sgRNAs were in vitro transcribed with MEGAshortscript T7 kit (Life Technologies). After in vitro transcription, the reaction mixture was Turbo DNase (Life Technologies) digested for 15 minutes at 37°C followed by phenol-chloroform extraction and ethanol precipitation. A mixture of the three sgRNAs, each at 800ng/μL was injected into [nos-Cas9]attP2 embryos[56] to create deletions in the Med22 locus.

To select for lethal Med22 deletion alleles on the X chromosome, female adult flies that developed from injected embryos were crossed to *w* ^*-*^;MKRS/TM6B flies (the balancers were used to follow and separate out the Cas9 expressing cassette on chromosome III). 20 individual F1 females from each cross were then mated with FM7i, P[ActGFP]JMR3 males and allowed to lay eggs for 1 week before applied to PCR analysis to detect genomic deletions with these primers: Med22-Crispr-F-AGTTAGGACGGTATTTATGG and Med22-Crispr-R-GCCAGCTTGAGTATTTCTGG. 8 individual FM7 balanced F2 females from either F1 mothers which carry detectable deletions in the PCR fragment or F1 mothers which failed to produce *w* ^*+*^ male progenies were again crossed to FM7i, P[ActGFP]JMR3 males to select for balanced Med22 lethal deletion stocks. PCR fragment was amplified from the mutation baring chromosome using the above Med22-Crispr primers and sequenced.

Two lethal alleles were used in this study. *Med22_Crispr* ^*1*^ has a 34 base pair deletion (deleted: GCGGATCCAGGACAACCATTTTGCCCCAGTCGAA) after the second codon and produces 4 more frame shifted amino acids before stop. *Med22_Crispr* ^*2*^ has a single base pair deletion (deleted: G) in codon 3 to cause a frame shift to produce 13 more amino acids before stop. The lethality of both alleles was rescued with either the mCherryV5-Med22 or the Med22-3HA transgenes. The rescued hemizygous males were fertile.

### Western blotting

Testes were dissected in cold PBS containing Cocktail Protease Inhibitors (Roche), transferred to 50μl cold PBS containing 1xSDS sample buffer before flash frozen in liquid nitrogen and stored in -80°C. Collected samples were homogenized with a blue pestle, boiled for 10 minutes, and spun for 2 minutes before loaded onto a 10% SDS-PAGE gel (Bio-Rad). Proteins were transferred onto a PVDF membrane (Bio-Rad) and blocked in blocking solution (1xTBS+ 0.1% Tween-20+ 5% non-fat milk). Primary and HRP-conjugated secondary antibodies were diluted in blocking solution and added to the membrane to incubate overnight at 4°C. Signals were detected with WESTERN LIGHTNING Plus-ECL (PerkinElmer) and exposed on Kodak BIOMAX XAR X-ray film. Membranes were washed extensively before blotted again with anti-actin (clone C4, Millipore) as loading control.

### Co-immunoprecipitation in S2 cell and testes exacts

S2 cells were co-transfected with plasmids for the driver Act-Gal4 and UAST expression, UAST-Med22-3HA and UAST-Topi-6MYC or UAST-Med22-3HA and UAST-Tomb-6MYC with Effectene reagent (Qiagen). 200 pairs of testes were dissected from either V5-MED22 or *y*.*w*. males for anti-V5 co-immunoprecipitation. Co-immunoprecipitation was performed following a previously published protocol [57]. Antibodies: anti-MYC (Millipore), anti-HA (Abcam), anti-V5 (Invitrogen), anti-MED26 and anti-MED17 [37].

### Microscopy and immunofluorescence

For live phase/Hoechst squash, dissected testes were cut open on a slide in 70 μl of PBS containing 2μg/ml Hoechst 33342, gently squashed by lowering a coverslip and wicking out some solution, and examined immediately on a Zeiss Axioplan microscope. Images were taken with a Photometrics COOLSNAP EZ camera and processed with Adobe Photoshop software.

Immunofluorescence was performed as previously described [15], using the following antibodies: mouse anti-GFP (Roche), rabbit anti-HA (Bethyl Laboratories), mouse anti-V5 (Invitrogen), mouse anti-MYC (Millipore), anti-Aly [22], anti-Topi [20], mouse anti-Fibrillarin (Cytoskeleton), rabbit anti-Fibrillarin (Abcam) and anti-Med26 [37]. Alex-fluor-conjugated goat secondary antibodies were used. Images were captured with either a Leica SP2 confocal microscope or a Leica SP5 confocol microscope and processed with Adobe Photoshop software.

### Microarray and RNA *in situ* hybridization

Affymetrix 2.0 *Drosophila* chips were processed by the Stanford PAN facility (pan.stanford.edu). Data set for three biological replicates of *Med22RNAi* were prepared and analyzed with the published *red*,*e*, *aly* and *sa* data sets as previously described [27].

RNA *in situ* hybridization was performed following previously described protocol [58]. RNA probes for the representative genes tested were previously described [27] except for Med22. To generate probe for Med22, full length cDNA of Med22 was subcloned into pBluescript-SK^+^. The resulting plasmid was linearized as a template for labeling with DIG-labeling reagents (Roche) following manufacture’s instruction. CG12907 and CG3927 probes were in vitro transcribed using a PCR amplified cDNA fragment with a T7 promoter sequences introduced from the reverse primer as previously described[20]. RNA probes over the size of 200 bp were hydrolyzed.

## Supporting Information

S1 Fig Effects of Mediator RNAi inversely correlate with Levels of Boule protein accumulation. **(A and B)** Western blots of testis extracts of wild type and RNAi knockdown of each of the Mediator subunits indicated, probed with anti-Boule. Anti-actin: loading control. Crude extract of 30 pairs of testes loaded per lane.
(TIF)

S2 Fig *Med22RNAi* Driven by Bam-Gal4 specifically and effectively knock down Med22 expression in spermatocytes. **(A and B)** *in situ* hybridization with Med22 gene specific anti-sense probe showed (A) Med22 transcript expression in control RNAi testis and (B) lowered Med22 transcript expression in *Med22RNAi* knock down testis. Bracket: Med22 transcript enriched in early spermatocyte stages in wild type. **(C-F)** Indirect immunofluorescence of V5-MED22 expression in (C) apical region of control versus (D) apical region of *Med22RNAi* testis, (E) control spermatocytes and (F) *Med22RNAi* spermatocytes. Expression of V5-MED22 remain unaffected by *Med22RNAi* in apical region where the Bam-Gal4 expression driver is not active so the *Med22RNAi* hairpin is not expressed. Arrowheads: nuclei of somatic cyst cells, in which the Bam-Gal4 driver is not active. Asterisks: tip of testis. **(G and H)** Indirect immunofluorescence of anti-MED26 staining in (G) control RNAi versus (H) *Med22RNAi* spermatocytes. Dashed triangles in (H): late spermatocytes with completely abolished anti-MED26 signal by *Med22RNAi* **(I and J)** Western blots of control and *Med22RNAi* testis extracts showing (I) MED22-3HA and (J) MED26 protein levels. Crude extract of 30 pairs of testes loaded per lane. **(K and L)** Indirect immunofluorescence of anti-MED26 staining in (G) control RNAi and (H) *Med26RNAi* spermatocytes. Bars: in (D) 25 μm, in (F, H and L) 10 μm. Knockdown of Med22 by RNAi abolished detection of V5-Med22 on chromatin in spermatocytes. However, low level staining of the nucleolus by anti-V5 remained, indicating either background crossreactivity of the anti V5 with a nucleolar epitope, or some residual V5-Med22 protein remaining due to incomplete knockdown or perdurance from the spermatogonial stages.
(TIF)

S3 Fig Mediator proteins localize to chromatin and the nucleolus in spermatocytes. **(A-C)** Indirect immunofluorescence of testis showing elevated levels of MED26 accumulation in spermatocytes (A) anti-MED26, (B) anti-Fibrillarin, (C) merge, red: MED26, green: Fibrillarin. Asterisks: tip of testis. Bar: 25 μm. **(D-F)** V5-MED27 colocalize with SA-3HA in spermatocytes. (D) anti-V5 to detect V5-MED27, (E) anti-HA to detect SA-3HA, (F) merge, red: V5-MED27, green: SA-3HA. Asterisks: tip of testis. Bar: 10 μm. **(G-K)** merged images of MED26 (green) and Fibrillarin (red) showing MED26 protein enriches and gradually concentrates onto meiotic chromatin and nucleolus as spermatocyte develop from (G) young through (K) more mature stages. Bars: 4 μm.
(TIF)

S4 Fig V5-Med22 co-immunoprecipitates with MED26 and MED17. Testis extracts of V5-MED22 or y.w. were immunoprecipitated with anti-V5 and blotted with anti-MED26 or anti-MED17. 200 pairs of testis used per IP. Input is 1/10 of each pre-immunoprecipitation crude cell extract. V5-MED22 was not visible by anti-V5 blot from the V5-MED22 input (crude extract from equivalent of ~20 pairs of V5-MED22 testes) but was visible by anti-V5 blot after anti-V5 IP.
(TIF)

S5 Fig Mediator proteins still localize to chromatin in *can* mutant spermatocytes. **(A-H)** Indirect immunofluorescence of *can* ^*-/-*^ spermatocytes stained for (A) anti-V5 to detect V5-MED22, (E) anti-MED26, (B and F) Fibrillarin, (C and G) DAPI and (D and H) merge, red: in (D) V5-MED22, in (H) anti-MED26, green: Fibrillarin, blue: DAPI. Bars: 10 μm.
(TIF)

S6 Fig Localization of SA-GFP in spermatocyte nuclei requires function of Med22 (A-H) Indirect immunofluorescence of *(A-D)* wild type and (E-H) *Med22RNAi* testis stained for (A and E) anti-GFP to detect Sa-GFP, (B and F) Fibrillarin, (C and G) DAPI and (D and H) merge, green: SA-GFP, red: Fibrillarin, blue: DAPI. Asterisks: tip of testis. Bars: 50 μm.
(TIF)

S1 Table Summary of Mediator RNAi phenotypes.

# Supplementary material for: Recruitment of Mediator Complex by Cell Type and Stage-Specific Factors Required for Tissue-Specific TAF Dependent Gene Activation in an Adult Stem Cell Lineage
**Source:** PLoS Genet. 2015 Dec 1;11(12):e1005701. doi: 10.1371/journal.pgen.1005701
**Supplement:** S1 Table

S1 Table. Summary of Mediator RNAi phenotypes

Mediator subunit	CG	VDRC RNAi #	Testis phenotype with Bam-Gal4 ^a
Med22	CG3034	104581	meiotic arrest
Med17	CG7957	105264	meiotic arrest
	CG7957	44027	meiotic arrest
Med1	CG7162	108106	Incomplete arrest ^b
Med4	CG8609	14032	Incomplete arrest
Med6	CG9473	108942	Incomplete arrest
Med7	CG31390	11504	Incomplete arrest
Med8	CG13867	107783	Incomplete arrest
Med9	CG5134	41562	Incomplete arrest
Med10	CG5057	103650	Incomplete arrest
Med11	CG6884	106766	Incomplete arrest
Med14	CG12031	105163	Incomplete arrest
Med20	CG18780	52484	Incomplete arrest
Med21	CG17397	13667	Incomplete arrest
Med27	CG1245	106703	Incomplete arrest
	CG1245	13697	Incomplete arrest
Med30	CG17183	105743	Incomplete arrest
Med31	CG1057	101488	Incomplete arrest
Med12	CG8491	23142	No phenotype
	CG8491	23143	No phenotype
Med15	CG4184	21809	No phenotype
Med16	CG5465	14916	No phenotype
Med18	CG14802	106760	No phenotype
Med19	CG5546	103926	No phenotype
Med23	CG3695	105247	No phenotype
Med24	CG7999	15878	No phenotype
Med25	CG12254	108249	No phenotype
Med26	CG1793	51476	No phenotype ^c
Med28	CG5121	108282	No phenotype
Med29	CG13201	103405	No phenotype
Med31	CG1057	42444	No phenotype
	CG1057	107482	No phenotype

a. All hairpins were driven under UAS-Dicer2;;Bam-Gal4 for expression in spermatocytes. Testis phenotypes were examined by phase contrast microscopy.

b. Incomplete arrest: spermatocytes accumulate to 2/3 of testis with a few spermatid bundles near the proximal end.

c. Med26 protein was still present in Med22RNAi suggesting inefficient knock down (S3 Figure)

How the deposited data were processed for this re-analysis (not part of the article)

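The data are 12 Affymetrix Drosophila arrays of testis RNA, 3 for each of 4 genotypes: wild type, Med22RNAi, aly and sa. The paper prepared the 3 Med22RNAi arrays and analysed them with the other 9, which had been published. Its methods name the Stanford PAN facility and refer to an earlier paper (reference 27) for the analysis, and the legend of Fig 5 states a 4-fold limit and an adjusted p. The values are log2 signals which the authors made with GCRMA, as the deposited processing notes state, without a version. GCRMA corrects each array for background, brings the arrays to 1 distribution and summarises the probes of a probe set. Whether the 12 arrays were processed together is not stated, but all share the lowest value, a log2 of 2.11. No value column was left out.

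Of 18952 rows, 183 Affymetrix control probe sets were removed, leaving 18769 Drosophila probe sets with no filter on low signal. Gene symbols came from the annotation table of the array. It gives exactly 1 symbol to 13647 probe sets (11982 genes), several to 402 and none that could be used to 4720. Of the single-symbol probe sets, 13544 were found in the release 6 gene table, which gave gene lengths. MED22, CycA, gdl and w have no probe set of their own under their symbols and were not analysed. Counts are of probe sets, as in the paper. In gene lists a gene with several probe sets is represented by the one with the highest mean over all arrays.

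The model of limma 3.58.1 in R 4.3.3 (lmFit and eBayes, no trend) was fitted to all 12 arrays with a mean per genotype. It gave Med22RNAi, aly and sa against wild type, and the direct comparisons between them. P-values were adjusted by Benjamini-Hochberg over all 18769 probe sets in each comparison. Calls needed an adjusted p under 0.05 and a 4-fold change. Probe sets independent of aly and sa had a wild-type mean log2 level of at least 6 and were less than 2-fold lower in both mutants. Where all arrays of a group lay under a log2 of 3, the fold is a lower bound computed with that group at 3. Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9 read the annotation and drew the figures.

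Before the data were examined, 23 gene lists were fixed: tMAC, tTAFs, general TFIID, Mediator, sperm chromatin and tail, comet and cup, testis-specific mitochondrial, testis-specific proteasome, Y-linked, spermatogonia, meiotic translation, hub and cyst cells, accessory gland, ejaculatory duct, fat body, muscle, hemocyte, antimicrobial and heat shock genes, and the paper's own cell cycle, differentiation, general and topi-only genes. Each list was tested with camera of limma at a preset correlation of 0.01 and again with an estimated correlation, and adjusted over the 23 lists. The rule for named genes was fixed at the same time. It takes every gene of the paper's microarray and in situ sections, the 10 largest falls and 10 largest rises in Med22RNAi and the 5 largest each way in aly and in sa among called probe sets with 1 symbol and arrays that do not overlap, up to 4 called members of each list, and the 5 largest differences each way between Med22RNAi and aly, and between Med22RNAi and sa, among probe sets called lower in one and under 2-fold lower in the other. The values of the paper's own tables had been seen when the rule was written.

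Among genes that bear on the labels, y was near the lowest value in wild type, at a log2 level of 2.22, against 5.13 in Med22RNAi, 5.20 in aly and 6.26 in sa, while e was at 3.53 in wild type and near the lowest value in the others. The log2 fold change of Dcr-2 was 1.88 in Med22RNAi (adjusted p = 5.04e-05 from limma), 1.30 in aly and 1.17 in sa, and that of aly was 0.71, 0.90 and 0.65.

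The fit was tested on simulated data with the size and spread of the Med22RNAi comparison. Of 50 probe sets lowered by 3 on the log2 scale 46 were called, of 50 raised by 3 47 were called, and of 18569 unchanged ones 0 were called, with 9 at an adjusted p under 0.05 from limma. With changes of 1.5, which lie under the limit of 4-fold, 1 of 50 was called in each direction. Settings other than these were tried one at a time: fits of 2 genotypes only, a replicate block, quantile normalization applied again, arrays centred on their median, a filter or a floor at a log2 of 4, an adjusted p under 0.01, a 2-fold limit, the fold limit alone, folds from linear means, a variance trend with robust eBayes, 1 probe set per gene, and each array left out in turn. The in situ hybridization, protein and interaction experiments have no arrays and were not analysed.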

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

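All tests of explanations and of other groupings of the arrays given here were chosen only after the result they bear on was seen, and the test that contrasts long with short genes only after the test of a trend with gene length.

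The paper counts transcripts that fell and gives no count of those that rose, so the signal described here is in probe sets outside those it discusses. limma called 2126 probe sets at least 4-fold higher in Med22RNAi than in wild type, and 773 of them were also called higher in aly and in sa. Another 283 belong to Med22RNAi: they were at least 4-fold higher there than in wild type, aly and sa, each by test, and within 2-fold of wild type in both mutants. In the same way aly had 136 and sa 60, and 42, 44 and 5 were lowered in Med22RNAi, aly or sa alone. With fits of 2 genotypes only, limma made 3786 calls in Med22RNAi, 4573 in aly and 3143 in sa. In each comparison 1 of the 10 splits of the 6 arrays, the real one, gave as many, and the highest other gave 0 calls, but 10 splits are too few for a share under 0.05.

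The first pattern is the 283 probe sets raised in Med22RNAi alone, whose 233 genes have a median length of 14443 bp, against 2219 bp for expressed genes and at most 4524 bp in 10000 random lists matched for level. A larger share of muscle may contribute, since all 9 expressed muscle genes were higher in Med22RNAi than in sa, 6 of them by limma, with a median of 1.37. Probe sets of the pattern were not left out of this or the other cell-type lists, so part of that median may follow from their choice. Mlc1, with the highest signal of those 6, had a log2 level of 12.05 against 9.81 in sa and 10.38 in wild type. But Act87E, with the highest signal in wild type at 13.40, was at 11.70, below wild type, which a larger share of muscle alone would not give. Each is a single gene, and signals of different probe sets do not rank abundance. A larger share of cyst cells stays open, with a median of 0.549 over 5 expressed hub and cyst genes, 2 of them higher and 1 lower than in sa by limma, and the 3 expressed hemocyte genes were all higher by limma, with a median of 1.43. For gene length the first test, a trend over expressed genes outside the pattern, gave a Spearman rho of 0.0922 for Med22RNAi less sa, just under the 0.1 set for it, -0.0103 for Med22RNAi less aly and 0.229 for Med22RNAi less wild type, and the second, long less short genes, gave 0.404 against sa, under the 0.5 set for it, 0.947 against aly and 0.518 against wild type, with -0.458 for aly less sa, so that neither decides the point. A difference between the array sets cannot be told apart from the knockdown, as 0 arrays of other genotypes are in the newer set.

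The second pattern is the shallower fall in Med22RNAi of transcripts that were near the lowest value in aly. Over 427 such probe sets with wild-type log2 levels of 10 to 13 the median was -3.34 in Med22RNAi. The same share of unaffected cells or RNA for every transcript stays open: the 10th to 90th percentiles spanned 2.48 where the standard errors between arrays give 0.749, but probe sets also differ in background and response, which could widen the span. A difference between the array sets stays open: sa, published earlier, was at a median of -3.70 over the same probe sets, near Med22RNAi and far from aly. The aly median of -9.14 is bounded by the lowest value of the arrays, near which these probe sets were chosen. Yet every Med22RNAi array is in the newer set. A weaker loss of function in a knockdown than in a mutant also stays open, and was not tested.

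The third pattern is the rise, by a median of 1.04 in Med22RNAi, of probe sets that did not depend on aly or sa, where all probe sets with a wild-type log2 level of at least 6 had a median of 0.269. Choosing them on aly and sa can itself raise the Med22RNAi median, since the comparisons share the wild-type arrays and their fold changes correlate. Transcripts called lower in Med22RNAi held 30.8% of the wild-type signal and 4.51% of the Med22RNAi signal, so normalization could raise the rest. When wild-type arrays were given the Med22RNAi values of these transcripts and normalized again, the rise was 0.610, but this changed only the 4-fold calls and used values already normalized, so normalization as the whole cause stays open. A difference between the array sets stays open too: sa, published earlier like wild type, had a median of 1.20 over 4780 probe sets chosen on aly and Med22RNAi. That choice can raise the sa median in the same way, and nothing states that sa and wild type were hybridised together. A larger share of early germ cells or of arrested spermatocytes in mutant testes stays open and was not tested.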

How the results depend on the processing

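The setting that takes the independent probe sets relative to their own median was the only one chosen after the result was seen. Of 20 summary results, those named below moved, and for all of them the cause was not tested, except that a lower fold limit admits more probe sets by construction. A count moved if it changed more than 1.5 times, and a share if it changed by more than its spread over fits without 1 array. Medians moved if they changed by more than the SD of the 3 array medians. That SD was 0.03 in aly, 0.43 in Med22RNAi and 0.16 in sa, so the aly median moved with much smaller shifts. Within 1.5 times of the counts of the main fit under every setting run were the probe sets lower in aly (1696 to 2436), in Med22RNAi and aly (1231 to 1993) and in aly and sa (1150 to 1959). Set against the 1210 of the paper, the 1959, from the 2-fold limit, was 1.62 times as many.

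With a 2-fold limit, limma called 2582 probe sets lower in Med22RNAi and 2209 in sa, and 4302, 4683 and 4138 higher in Med22RNAi, aly and sa. Lower in Med22RNAi and sa were 1909, and in all 3 genotypes 1778. Shares also lower in Med22RNAi were 81.81% for aly and 90.76% for aly and sa together, and of those lower in Med22RNAi 77.19% were lower in aly and 73.93% in sa. Independent probe sets were 7.483% lower and 50.83% higher, and the shared set had medians of -2.841 in Med22RNAi, -6.204 in aly and -2.88 in sa. With arrays centred on their median, which lies among dim probe sets, 1395 were higher in Med22RNAi. In aly 4030 were higher, against 2693 in the main fit, a count just within 1.5 times. Shares also lower in Med22RNAi were then 85.91% for aly, 87.42% for sa and 92.24% for both, shares of Med22RNAi also lower in aly and sa were 68.24% and 67.03%, independent probe sets were 4.137% lower and 10.87% higher, and the aly median was -6.975. CG46298 in aly reversed to 0.13 (adjusted p = 0.364 from limma). With quantile normalization applied again, 74.18% and 66.61% of Med22RNAi were lower in aly and sa, independent probe sets were 3.715% lower and 18.2% higher, and the aly median was -6.931. With 1 probe set per gene the values were 83.97% (Med22RNAi also lower in aly), 2.152% (independent lower) and -7.745 (aly median). The aly median was also -7.597 with fits of 2 genotypes, -7.599 with dim probe sets removed, -6.726 with a floor at a log2 of 4, -7.529 at an adjusted p under 0.01, -7.433 with the fold limit alone and -7.408 with folds from linear means. Relative to their own median, 7.818% of the independent probe sets were lower and 3.998% higher.

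Without 1 array, the share of aly also lower in Med22RNAi ran from 67.86% to 74.29%, that of Med22RNAi in aly from 82.59% to 83.56%, that of sa in Med22RNAi from 75.87% to 83.26%, that of aly and sa together from 78.61% to 86.34%, and the aly median from -7.536 to -7.388. A replicate block left 1690 lower calls in Med22RNAi, 1688 of them shared with the fit without it. The replicate numbers do not pair the arrays: deviations from the genotype means correlated at -0.384 to 0.365 over 18 pairs with the same number. Of the list counts, 20 moved and 440 did not, and 12 of the moves came from the 2-fold limit. For named genes 1 direction reversed, 16 calls were gained, 10 were lost and 1432 results, called or not, did not change, and without 1 array 4 were gained, 3 lost and 1745 results did not change. CycB was then called higher in Med22RNAi without Med22RNAi replicate 2 (2.00) or wild-type replicate 2 (2.11) and in sa without wild-type replicate 2 (2.06), bol lower in Med22RNAi without its replicate 1 (-2.03), kl-3 lost its call without wild-type replicate 1 or 2, and Obp99b without wild-type replicate 1 (-2.70). Signal over background limits the falls in aly, where transcripts reach the lowest value.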

Differences from the paper's values

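Each test given here was chosen before the result was seen. Every overlap and share computed with the paper's 4-fold limit and adjusted p lay within 1.5 times the paper's value. The paper's shares, from 66.9% to 84.5%, cannot be exceeded 1.5 times, so for them this bound says little. In the main fit the shares also lower in Med22RNAi were 72.87% for aly (paper 73.3%), 81.77% for sa (81.6%) and 84.84% for both (84.5%). Of those lower in Med22RNAi, 83.28% were lower in aly (83.2%) and 69.7% in sa (66.9%).

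Table 1, from in situ hybridization in spermatocytes or RT-PCR for bol, can be set beside the arrays, which measure whole testes. CycB alone moved against its direction. The table gives it as off in Med22RNAi, where its log2 fold change was 1.98 (standard error 0.27, n = 3 arrays per genotype, adjusted p = 0.000218 from limma), with a log2 level of 9.67 against 7.69 in wild type. No setting called it lower, and it was called higher with the 2-fold limit and without Med22RNAi replicate 2 (2.00) or wild-type replicate 2 (2.11). Some genes given as off moved in the stated direction but by less than 4-fold. In Med22RNAi twe, bol and janB were at -1.12, -1.88 and -1.04, which the 2-fold limit calls lower, as centring on the array median (-2.34) and leaving out Med22RNAi replicate 1 (-2.03) do for bol. The values for bol come from 1 of its 3 probe sets, the one with the highest mean over all arrays. In aly twe is given as off and was at -1.43, called lower with the 2-fold limit. Of the paper's 3 cell cycle genes limma called 0 lower in Med22RNAi (also 0 adjusted over the list alone, and 2 lower with 1 higher at an unadjusted p under 0.05), and camera gave adjusted p = 0.569 for them. The 2 genes given as needing topi but not aly are off in Med22RNAi in Fig 6 and were at -0.80 (CG3927) and -1.09 (CG12907, now CG46298) on the arrays, with adjusted p = 0.000431 and 0.000423 from limma. The 2-fold limit calls the second of them lower. At the 4-fold limit limma called 0 of these lower, also 0 adjusted over the list alone, with 2 at an unadjusted p under 0.05 and camera at adjusted p = 0.148. For sa, Table 1 gives fzo as off with the tTAFs mutated and the arrays gave -1.77, called lower with the 2-fold limit, with arrays centred on their median (-2.02) and with quantile normalization applied again (-2.01). Some genes given as on were lower with the 2-fold limit and not with the 4-fold one: bol (-1.52) and CG46298 (-1.62) in sa, and CG9975, now fest, in aly (-1.05). Other genes of the same table moved as it states: fzo (-3.04) and CG9173 (-2.94) were lower and Rbp4 was not lower in Med22RNAi, and CycB, bol, fzo, janB and CG9173 were lower in aly.

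The legend of Fig 5 gives the number of transcripts lower in aly, sa and Med22RNAi as the number that needed both aly and sa, while the text gives it as the part of those that also needed Med22. On these arrays 1326 probe sets were lower in both aly and sa, and 1125 of them in Med22RNAi.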

Other observations

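The gene lists reported here were set for testing before the results were seen, and members named outside the rule for named genes were chosen after it.

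Some genes of early germ cells rose in Med22RNAi, aly and sa testes. Of 17 spermatogonial and replication genes, bam (4.44, standard error 0.35, n = 3 arrays per genotype), Mcm5 (3.33), piwi (3.12), CycE (from near the lowest value to a log2 level of 5.16) and dup (2.24) rose in Med22RNAi, and 9 rose in aly and 7 in sa, where bam was at 5.04 and 3.73 and Mcm5 at 6.28 and 3.89. The counts were the same when adjusted over the list alone, with 5, 9 and 7. For comparison, limma called 11.3% of all probe sets higher in Med22RNAi, 14.3% in aly and 9.52% in sa. Of the 5078 expressed probe sets less than 2-fold lower in aly and sa, 20.5% were higher in Med22RNAi. Their median there was 1.04, near the 1.08 of this list, so in Med22RNAi the list is not set apart from them. The transcription factor gene esg fell by 3.57 in Med22RNAi and 4.28 in sa and was at -0.40 in aly (adjusted p = 0.448 from limma). Camera of limma gave adjusted p = 0.182 in Med22RNAi, 0.0416 in aly and 0.147 in sa for this list, and in aly adjusted p = 0.476 with an estimated correlation. With arrays centred on their median, log2 fold changes in Med22RNAi shift by -0.46, which puts dup under the 4-fold limit.

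Among somatic cells of the testis, zfh1, a transcription factor gene of cyst stem cells, was at least 10.7-fold higher in Med22RNAi and near the lowest value in wild type, aly and sa, and chinmo rose by 2.73, with a second probe set at 2.77 and another at the lowest value. They were 2 of 10 hub and cyst genes (also 2 adjusted over the list alone, camera of limma at adjusted p = 0.998), and 2 were called lower with quantile normalization applied again, while CadN fell by 3.98 in aly. Of 9 antimicrobial peptide and immune genes Mtk (3.21, standard error 0.68) and Drs (2.70, standard error 0.63) rose in Med22RNAi (2 adjusted over the list alone, camera of limma at adjusted p = 0.443), Drs lost its call with fits of 2 genotypes only (adjusted p = 0.0591 from limma), and Rel rose by 2.75 in aly. Of 11 fat body genes the storage protein gene Lsp2 (-3.15) and Obp99b (-2.91) fell and Mtp (2.26) and the fatty acid synthase gene FASN1 (2.18) rose in Med22RNAi, 2 and 2 also when adjusted over the list alone, with camera of limma at adjusted p = 0.6. Obp99b lost its call without wild-type replicate 1 (-2.70), Mtp lost its call with quantile normalization applied again (1.83), and with arrays centred on their median neither Mtp nor FASN1 was called. Of 18 accessory gland genes limma called 0 in Med22RNAi, 0 adjusted over the list alone and 0 at an unadjusted p under 0.05 (camera adjusted p = 0.263), with array medians of -0.55, -2.15 and 0.36, and 2 were called lower with arrays centred on their median. Of 5 ejaculatory duct genes limma called 0 in Med22RNAi, 0 adjusted over the list alone and 1 at an unadjusted p under 0.05 (camera adjusted p = 0.987), and Dup99B was lower in aly (-5.46) and sa (-5.89) but not when adjusted over the list alone (0 in each). Of 5 heat shock genes limma called 0 in Med22RNAi, 0 adjusted over the list alone and 4 at an unadjusted p under 0.05, of which 3 were higher and 1 lower (camera adjusted p = 0.443), and Hsp68 rose in aly (2.08) and Hsp26 in sa (2.20, under the 4-fold limit with arrays centred on their median).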
